# CAWS administration increases the expression of interferon γ and complement factors that lead to severe vasculitis in DBA/2 mice

**DOI:** 10.1186/1471-2172-14-44

**Published:** 2013-09-24

**Authors:** Noriko Nagi-Miura, Daisuke Okuzaki, Kosuke Torigata, Minami A Sakurai, Akihiko Ito, Naohito Ohno, Hiroshi Nojima

**Keywords:** CAWS, DNA microarray, DBA/2, Kawasaki disease, Complement factors, Ifng

## Abstract

**Background:**

*Candida albicans* water-soluble fraction (CAWS), a mannoprotein-β-glucan complex obtained from the culture supernatant of *C. albicans* NBRC1385, causes CAWS-mediated vasculitis (CAWS-vasculitis) in B6 and DBA/2 mice with mild and lethal symptoms, respectively. Why CAWS is lethal only in DBA/2 mice remains unknown.

**Results:**

We performed DNA microarray analyses using mRNA obtained from peripheral blood mononuclear cells (PBMCs) of B6 and DBA/2 mice and compared their respective transcriptomes. We found that the mRNA levels of interferon-γ (Ifng) and several genes that regulate the complement system, such as C3, C4, Cfb, Cfh, and Fcna, were increased dramatically only in DBA/2 mice at 4 and 8 weeks after CAWS administration. The dramatic increase was confirmed by quantitative real-time polymerase chain reactions (qRT-PCR). Moreover, mRNA levels of immune-related genes, such as Irf1, Irf7, Irf9, Cebpb, Ccl4, Itgam, Icam1, and IL-12rb1, whose expression levels are known to be increased by Ifng, were also increased, but only in DBA/2 mice. By contrast, the mRNA level of Dectin-2, the critical receptor for the α-mannans of CAWS, was increased slightly and similarly in both B6 and DBA/2 mice after CAWS administration.

**Conclusions:**

Taken together, our results suggest that CAWS administration induces Dectin-2 mediated CAWS-vasculitis in both B6 and DBA/2 mice and the expression of Ifng, but only in DBA/2 mice, which led to increased expression of C3, C4, Cfb, Cfh, and Fcna and an associated increase in lethality in these mice. This model may contribute to our understanding of the pathogenesis of severe human vasculitis.

## Background

Vasculitis is characterized by the localized infiltration of inflammatory cells into the intravascular wall and its surroundings, and is accompanied by denaturation and necrosis, leading to potentially life-threatening conditions [1]. The *Candida albicans* water-soluble fraction (CAWS), a mannoprotein-β-glucan complex obtained from the culture supernatant of *C. albicans* NBRC1385, exhibits vasculitis-inducing activity in mice (CAWS-vasculitis), which acts as a trigger for the induction of vasculitis in the coronary artery [2-4]. Indeed, CAWS has strong induction potency for murine vasculitis and induces lethal toxicity in certain mouse strains [5,6]. Unlike polypeptides derived from *Candida albicans*[7], however, CAWS does not display superantigen-like activities because the part of the CAWS complex that elicits physiological activity is the polysaccharide chain. Dectin-2, a C-type lectin expressed by dendritic cells (DCs) and macrophages, functions as the critical DC receptor for α-mannans of CAWS and plays a pivotal role in host defense against *C. albicans* by inducing Th17 cell differentiation [8]. A subtype of CAWS with a higher ratio of β-mannosyl linkages, named CAWS727, failed to cause severe vasculitis in DBA/2 mice but inhibited the inflammatory response via a competitive association with α-mannan specific lectins, including dectin-2 [9]: this result indirectly demonstrated dectin-2 involvenment in the development CAWS mediated vasculitis. Intraperitoneal injection of CAWS induced coronary arteritis in both C57BL/B6 (B6 hereafter) and DBA/2 mice [10,11]. However, only DBA/2 mice exhibited severe necrotizing coronary arteritis and aortitis leading to nearly 100% mortality within weeks from stenosis in the left ventricular outflow tract and severe inflammatory changes of the aortic valve with fibrinoid necrosis [12]. Although Dectin-2 may be essential for CAWS-vasculitis in both B6 and DBA/2 mice, it remains elusive as to why CAWS-vasculitis is fatal to DBA/2 mice, but not to B6 mice.

The complement system, comprised of more than 30 serum and cellular proteins, plays a major role in innate immune defenses against infectious agents [13]. Complement activation appears to be involved in the pathogenesis of systemic autoimmune diseases [14]. The alternative pathway involving C3 convertase (C3bBb), a potent enzymatic protein complex capable of rapidly converting C3 into powerful effector fragments (C3a and C3b), amplifies the initial response, inducing a variety of effector functions [15]. In acute coronary syndrome (an inflammatory disease), the complement cascade is activated and the C3 and C4 concentration ratio (C3/C4 ratio) in serum is a readily available marker of recurrent cardiovascular events [16]. Complement activation produces the complement C5 (C5), a precursor to the effector molecules, C5a and C5b; C5a acts as a trigger for the cellular immune response and C5b acts as an initiator of the formation of the membrane attack complex [17]. C5a mediates inflammatory responses [18] through the C5a receptor 1 (C5aR); however, C5a also exerts an anti-inflammatory effect [19], putatively through its second receptor, the C5a-like receptor 2 (C5L2), which may act either as a decoy receptor or by forming the C5aR/C5L2/β-arrestin complex, depending on the cell type, species and disease context [20]. Notably, DBA/2 mice are defective in C5, though it remains unknown how this C5 deficiency may contribute to the fatal effect of CAWS.

Ifng, the only member of the type II class of interferons, is a soluble homodimer with potent proinflammatory properties that plays critical roles in innate and adaptive immunity against viral and intracellular bacterial infections. Ifng-induced inflammation is involved in aging and aging-associated medical and psychiatric disorders [21]. Notably, Ifng level was increased in splenocyte culture supernatants following stimulation with lipopolysaccharide [11], by a Gram-negative bacterial cell wall component or with CAWS [10,22]. Thus, it appears that complement factors and Ifng are somehow involved in CAWS-vasculitis; however, no direct data to confirm this have been reported.

In the present study, we report the results of DNA microarray analysis of mRNAs from PBMCs comparing differences in gene expression patterns in B6 and DBA/2 mice. We found that mRNA levels of Ifng and complement factors such as C3, C4, Cfb, Cfh, and Fcna were conspicuously augmented only in DBA/2 mice at 4 and 8 weeks after CAWS administration. Moreover, mRNA levels of immune-related genes, such as Irf1, Irf7, Irf9, Cebpb, Ccl4, Itgam, Icam1, and IL-12rb1, whose expression levels are known to be augmented by Ifng, were also increased only in DBA/2 mice. Based on these results, we propose a molecular model to explain how CAWS treatment induces fatal vasculitis in DBA/2 mice.

## Results

### Induction of arteritis by injection of CAWS into DBA/2 mice

To induce arteritis in B6 (control) and DBA/2 mice, we performed intraperitoneal injection (*i.p.)* of CAWS (0 or 1 mg/mouse) for 5 consecutive days as reported previously [11]; we will call this process as CAWS administration, hereafter, and set this timing (right after the 5^th^ injection of CAWS) as 0 week (0 w). Although the number of surviving mice at 2 w, 4 w, 8 w, and 9 w following CAWS administration was remarkably reduced in DBA/2 mice (Figure 1A), similar to our previous report [11], few B6 mice died during this period (data not shown), which is also similar to our previous report [11]. At 2 w, 4 w, 8 w, and 9 w after CAWS administration, the surviving mice were sacrificed and mRNA isolated from PBMCs. Three mice were sacrificed at each time point (the number of sacrificed mice is included in Figure 1B). Tissue sections that were obtained from paraffin-embedded hearts fixed with 10% neutral formalin and stained with hematoxylin and eosin (H&E) revealed vasculitis in the aorta and coronary artery of DBA/2 mice, with fibrotic thickening of the arterial media and adventitia and infiltration of inflammatory cells (Figure 1C). In tissue sections obtained from the hearts of mice at 2 w, 4 w, 8 w, and 9 w following CAWS administration, we observed infiltration of inflammatory cells in the aortic media and adventitia of DBA/2 mice, a histological finding typical of aortitis, as early as 2 w following CAWS administration, and this was observed up to the final 9 w time point (right panels in Additional file 1: Figure S1). B6 mice also showed infiltration of inflammatory cells in the aortic media and adventitia, although the onset of aortitis in B6 mice occurred later than in DBA/2 mice, not appearing until 4–6 w following CAWS administration (left panels in Additional file 1: Figure S1). Since these results were similar to those of our previous report [10,11], we concluded that the mice used for DNA microarray analysis in this study responded to CAWS in a similar manner to those described in our previous report.

**Figure 1:**
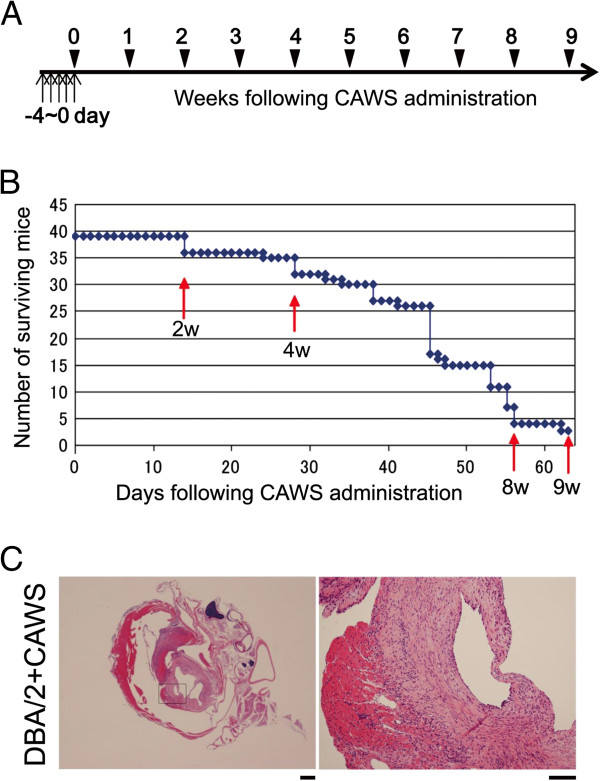
**Survival curve and histopathological analysis. (A)** Schedule of CAWS administration. Vertical arrows indicate that CAWS was administered *i.p.* (0 or 1 mg/mouse) for 5 consecutive days to each B6 or DBA/2 mouse. **(B)** The surviving number of DBA/2 mice following CAWS administration is shown, and confirms that CAWS administration is as effective (toxic) as in our previous report [12]. Red vertical arrows indicate the time points (2 w, 4 w, 8 w and 9 w) at which three B6 mice and three DBA/2 mice were sacrificed for mRNA purification. **(C)** Histopathological analysis was performed on aortic roots and coronary arteries collected from DBA/2 mice at 6 w following CAWS administration stained with H&E. Enlarged views of the region indicated by rectangles in the left panels are shown in the right panels. Bar = 500 μm for left panels and 100 μm for right panels.

### CAWS enhanced expression of complement system genes only in DBA/2 mice

To identify genes whose expression levels were up- or downregulated in the PBMCs of DBA/2 mice, but not in B6 mice, following CAWS treatment, we examined the transcriptome profiles of mRNA prepared from DBA/2 and B6 PBMCs at 2 w, 4 w, 8 w, or 9 w following CAWS administration using Agilent’s Whole Mouse Genome Microarray (G4122F). 

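RNA from circulating leukocytes, which the paper calls PBMCs and isolates from whole blood with LeukoLOCK, was labelled with Cy3 and hybridized to single-color arrays, 1 sample to an array. The arrays hold 18 RNA samples. There are 2 of DBA/2 mice at each of 0 w, 2 w, 4 w, 8 w and 9 w, 2 of B6 mice at 0 w, 4 w and 8 w, and 1 of B6 mice at 2 w and at 9 w. The B6 0 w replicate 2 RNA was hybridized to 2 arrays, which were averaged, so that there are 19 arrays in all. The authors deposited for each spot the processed signal of Feature Extraction, an intensity from which the background has been subtracted and spatial trends within the array removed. It is not normalized between arrays. From 33.9% to 51.4% of the 43379 spots on each array were well above background by the software's own call. For the values given here, log2 signals were scaled by subtracting each array's 75th percentile, taken over the 11538 probes well above background on all 19 arrays. Spots that the software marks as outliers were left out. The 22939 probes well above background in at least 2 of the 18 samples were tested with limma, which estimated 1 spread per probe from all 10 groups and moderated it across probes. All p values are adjusted by the Benjamini-Hochberg method over the tested probes and are called changed under 0.05. Each week was tested against 0 w of the same strain. The mean of 4 w and 8 w against 0 w served as the overall change, and the strain difference is that change in DBA/2 mice minus that in B6 mice. With 1 or 2 samples in a group, the number of samples limits the precision, and the lone B6 samples at 2 w and 9 w are assumed to vary as the others do. Replicates differed about as little as the 2 arrays of 1 RNA, with a median robust SD of their log2 differences of 0.147 against 0.139. If replicates share RNA, the standard errors and p values describe the precision of the arrays and not the spread between mice. Where a probe was not well above background on any array of 1 group, the change is given as "at least" a number of folds. The dim group then counts as the mean over its replicates of the higher of the array's lowest well-above-background signal and the probe's own value. An adjusted p beside such a bound is that of the fitted change, in which the dim values enter as they are. It does not test the bound.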

When the relative intensities of the signals at 2 w, 4 w, 8 w, or 9 w were compared with those at 0 w following CAWS administration, the genome-wide expression profiles were found to be distinct between these two mouse strains (Additional file 1: Figure S2A). 

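The log2 changes from 0 w of the 2 strains were correlated across the probes tested. Pearson's r was -0.00817 at 2 w, -0.0628 at 4 w, 0.217 at 8 w and 0.171 at 9 w. These correlations are across probes, which are not independent replicates, so no p is given. The signs at 2 w, 4 w and 9 w depended on the method. The 4 w value was 0.0173 as a Spearman correlation and 0.0647 after normexp background correction of the raw pixel values, and with that correction the 9 w value was -0.204. Without a filter on dim probes the 2 w value was 0.0318, and without DBA/2 0 w replicate 1 it was 0.0170.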

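In DBA/2 mice, 3610 probes changed from 0 w at 2 w, 3397 at 4 w, 5495 at 8 w and 6343 at 9 w. In B6 mice, 2986 probes changed at 2 w, 3594 at 4 w, 4864 at 8 w and 2137 at 9 w, where the values at 2 w and 9 w rest on 1 sample each. The mean of 4 w and 8 w differed from 0 w for 5252 probes in DBA/2 mice, 2244 higher and 3008 lower, and for 3439 probes in B6 mice, 1671 higher and 1768 lower. The strain difference was past the threshold for 3029 probes, positive for 1483 and negative for 1546. Of these, 1242 differed at least 2-fold. A positive difference can come from a rise in DBA/2 mice, a fall in B6 mice or both. With normexp background correction and its offset of 50, in place of the deposited background subtraction, 90 probes differed between the strains. The difference was positive for 76 of them. Among the 45 genes named in the paper that could be tested, 26 were past the threshold over all probes and 30 when adjusted over the list alone. The study chose that list on these samples, so the latter count is not independent evidence. Among the probes past the threshold whose DBA/2 samples at 4 w and 8 w all lie on 1 side of both DBA/2 0 w samples, the 5 largest strain differences toward DBA/2 mice were those of Cfhr2 with a log2 difference of 6.31, Saa3 with 6.23, Cfb with 5.86, C1qc with 5.29 and Retnla with 5.16. All 5 include groups not well above background and are no bounds. Without that condition hepatocyte genes such as Fabp1 with 7.45 rank higher. Saa3 rose in DBA/2 mice by 6.30, and in B6 mice it fell at 4 w by a fitted 3.71, where it was not well above background, and rose by 3.86 at 8 w, whereas C1qc and Retnla rose by 2.11 and 2.30 in DBA/2 mice and Cfhr2 rose at least 3.63-fold. In B6 mice C1qc, Retnla and Cfhr2 were not well above background at 4 w and stood 0.99, 0.26 and 0.22 below 0 w at 8 w. The 5 strain differences are in change, not in level. At 0 w the mean normalized log2 signal of all 5 was higher in B6 than in DBA/2 mice, for Cfb -0.89 against -5.35. At 8 w it was still higher in B6 mice for Cfhr2 (-1.37 against -3.32), Saa3 (1.95 against 1.09) and Cfb (-1.06 against -1.48). It was lower in B6 mice for C1qc and Retnla at 8 w, and for all 5 at 4 w. Under the same condition the 5 largest differences toward B6 mice were those of 1700084M14Rik with -4.77, AK084033 with -4.66, Nsa2 with -4.65, AK039499 with -4.33 and Vstm2l with -3.92. The AK084033, Nsa2 and Vstm2l probes were not well above background in DBA/2 mice at 4 w and 8 w, and they were so in 10, 3 and 2 of the 18 samples in all.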

Heat map representation of the signal intensities revealed that a number of genes were dramatically up- or downregulated in DBA/2 mice compared to B6 mice (Additional file 1: Figure S2B).

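The C3 probe (NM_009778, chromosome 17 of mm8, 56889328 to 56889387) rose from 0 w in DBA/2 mice at every later week, by a log2 change of 0.79 at 2 w, 1.79 at 4 w, 2.52 at 8 w and 1.72 at 9 w. Its standard error was 0.07 at each week, and the adjusted p was 0.000164 at 2 w and 6.92e-08 at 8 w. C4b (NM_009780, chromosome 17, 34337472 to 34337531) did not change detectably at 2 w, with 0.58 (standard error 0.28, adjusted p = 0.229). It then rose by 3.22 at 4 w (adjusted p = 0.000157) and 1.43 at 8 w (adjusted p = 0.00669). The C4b rise of 1.596 at 9 w rests on 1 array, because the spot of the other was marked as an outlier. Cfb (NM_008198, chromosome 17, 34464613 to 34464969) was not well above background on either DBA/2 array at 0 w. It was at least 1.89-fold higher at 2 w, 8.32-fold at 4 w, 10.5-fold at 8 w and 6.27-fold at 9 w. Fcna (NM_007995, chromosome 2, 25447238 to 25447297), which was well above background on 1 of 2 arrays at 0 w, rose by 1.04 at 2 w (adjusted p = 0.0448), 3.37 at 4 w, 2.16 at 8 w and 1.51 at 9 w. In the plot of complement genes by week, the DBA/2 means of C3 and Cfb at each later week stood above 0 w by more than the spread between replicates. The later weeks did not all lie apart from each other, as the C3 rises of 1.79 at 4 w and 1.72 at 9 w show.

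**Figure D1:**
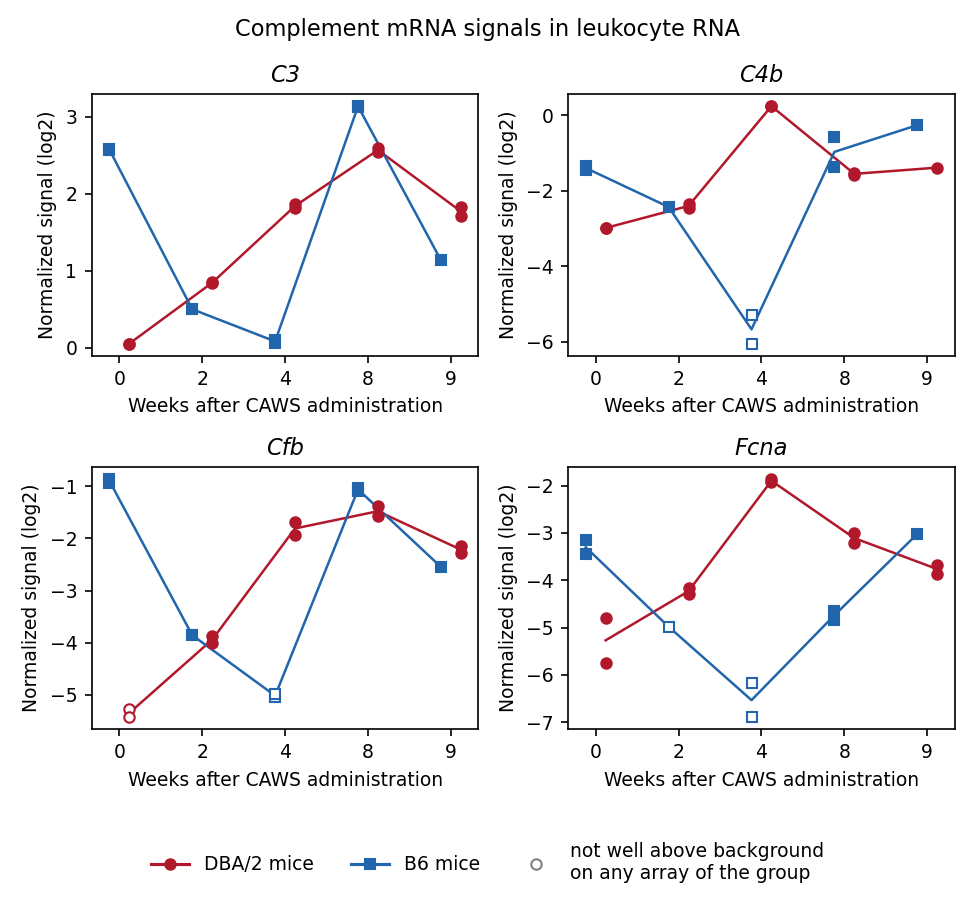
Normalized log2 signal of C3, C4b, Cfb and Fcna against weeks after CAWS administration. Points are single samples of DBA/2 (red circles) and B6 mice (blue squares), open where the probe was not well above background on any array of the group, and lines join the means. In DBA/2 mice each gene was higher at 4 w and 8 w than at 0 w, and in B6 mice each was lower at 4 w.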

The most notable genes that showed enhanced expression following CAWS treatment in DBA/2 mice belong to the “complement system”, in particular the genes encoding C3, C4, complement factor b (Cfb or BF), complement factor h (Cfh or HF1), and ficolin-A (Fcna) (indicated by turquoise arrows in Figure 2A and Additional file 1: Figure S2B). The complement 3a receptor 1 (C3ar1) gene showed modestly enhanced expression at 2 w, 4 w, and 8 w following CAWS administration and conspicuously enhanced expression at 9 w (turquoise arrow in Figure 2A). 

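The C3ar1 probe was not well above background on any of the 19 arrays, so it was not tested and no fold change is given. Its mean processed signal in DBA/2 mice was 7.14 at 0 w, 11.5 at 2 w, 11.0 at 4 w and 8.78 at 8 w. At 9 w the spot of replicate 2 was marked as an outlier and left out, and the signal of the remaining replicate was 5.46. The marked spot had a signal of 148.2. With it kept, the mean normalized log2 value at 9 w would stand 2.49 above that at 0 w.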

C5ar1 gene also showed enhanced expression at 4 w and 8 w, but B6 mice also showed enhanced expression at this timing, albeit less dramatically. 

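C5ar1 was not well above background on any array of DBA/2 mice at 0 w. It was at least 1.22-fold higher at 4 w, where it was well above background on 1 of 2 arrays (adjusted p = 0.0208), and at least 1.17-fold higher at 8 w (adjusted p = 0.0163). In B6 mice it was not well above background on any array at any week. Between the strains the change differed by 0.62 (standard error 0.46, adjusted p = 0.465).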

Expression of complement C9 (C9), Serping1 (*Serpin* peptidase inhibitor, clade *G1*), complement factor i (Cfi), and hemolytic complement (HC) was extremely low in B6 mice at 2 w, 4 w and 9 w, but their expression was detectable in DBA/2 mice, displaying a comparatively enhanced ratio in DBA/2 mice compared with B6 mice. By contrast, complement C7 (C7), decay accelerating factor (DAF or CD59), and complement receptor 2 (Cr2) showed decreased expression following CAWS treatment in DBA/2 mice, although these genes were weakly expressed in B6 (Figure 2A).

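In DBA/2 mice the C9, Serping1 and Cfi probes were not well above background on any array at any week, and Hc was so on 1 of 2 arrays at 2 w and at 4 w only. In B6 mice Cfi was well above background on all arrays at 0 w and 8 w and on none at 2 w, 4 w and 9 w, being at least 12.2-fold, 11.8-fold and 10.9-fold lower than at 0 w. Serping1 was at least 3.26-fold, 3.15-fold and 2.91-fold lower at the same weeks. Hc was at least 15.9-fold lower at 2 w and 14.2-fold lower at 9 w, and fell by 4.25 on the log2 scale at 4 w, where 1 of 2 arrays was well above background. C9 was well above background on 1 of 3 B6 arrays at 0 w and on 1 of 2 at 8 w. The strain difference was 2.66 for Cfi (adjusted p = 0.0117), 1.89 for Hc (adjusted p = 0.0224), 1.41 for Serping1 (adjusted p = 0.123) and 0.77 for C9 (adjusted p = 0.413). These 4 genes are expressed in hepatocytes, and other hepatocyte genes such as Alb were also high in the B6 samples of 0 w and 8 w and far lower at the other weeks.

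**Figure D2:**
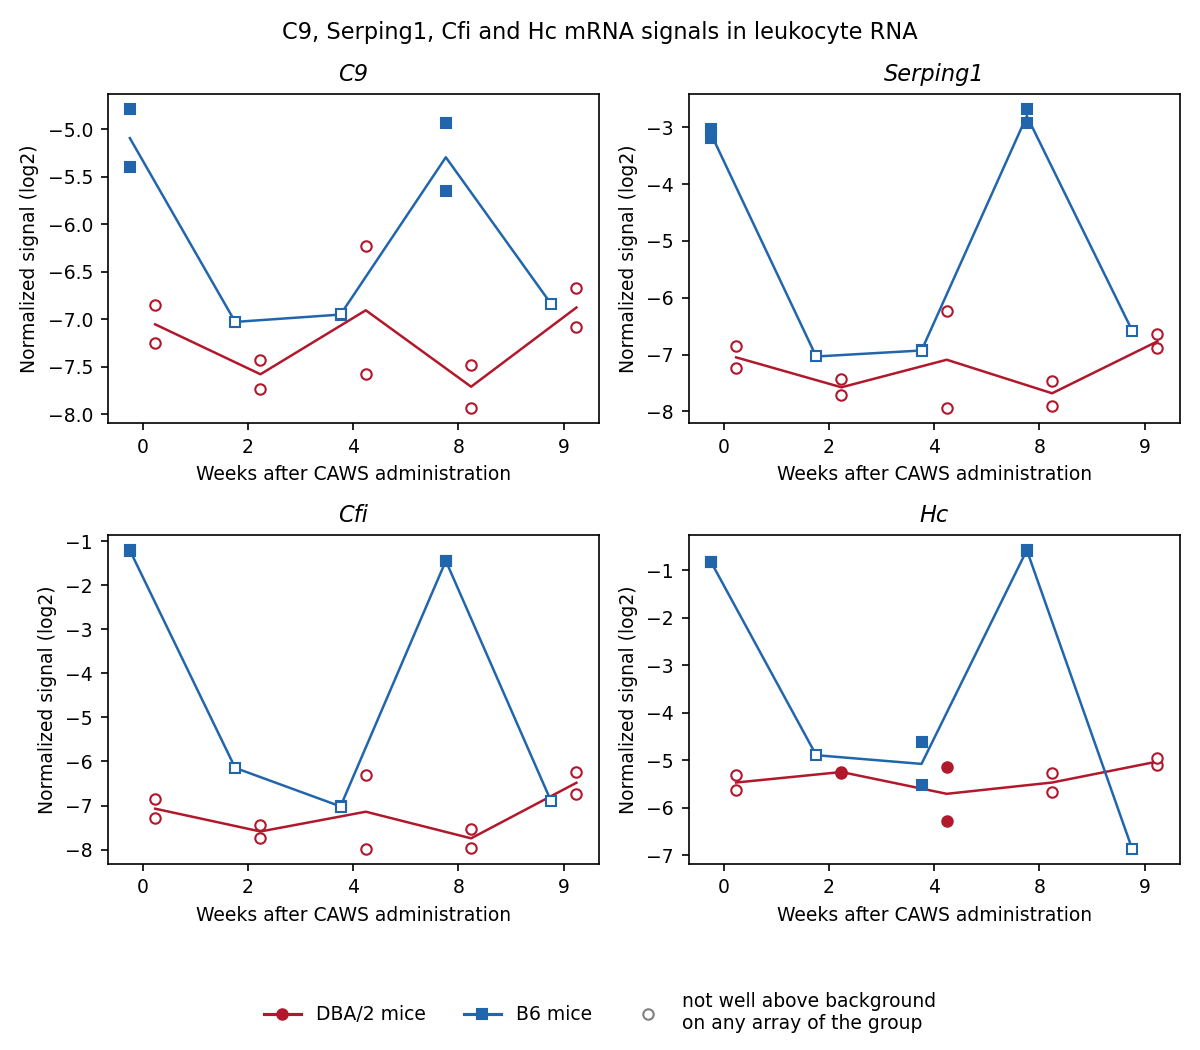
Normalized log2 signal of C9, Serping1, Cfi and Hc against weeks after CAWS administration. Points are single samples of DBA/2 (red circles) and B6 mice (blue squares), open where the probe was not well above background on any array of the group, and lines join the means. In B6 mice Serping1, Cfi and Hc were high at 0 w and 8 w, C9 was near background, and in DBA/2 mice all 4 stayed near background.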

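Cd55, the decay accelerating factor gene, fell in DBA/2 mice by 0.63 at 2 w (adjusted p = 0.0147) and by 0.82 at 9 w (adjusted p = 0.00216), but its changes at 4 w and 8 w were not past the threshold. In B6 mice it rose by 0.63 at 8 w (adjusted p = 0.011), and the strain difference was -0.69 (standard error 0.17, adjusted p = 0.0273). A second Cd55 probe, well above background in 17 of the 18 samples, fell in DBA/2 mice by 0.49 over the mean of 4 w and 8 w (adjusted p = 0.00343). Its strain difference was -0.64 (adjusted p = 0.00982). Another Cd55 probe was not well above background on any array. In DBA/2 mice the CD59 genes differed by week. Cd59a was higher at 2 w and 9 w, by 0.46 and 0.38, and lower at 4 w and 8 w, by log2 changes of -0.39 and -0.38. Cd59b was higher at 2 w and 9 w, by 0.56 and 0.68. Cr2 rose by 0.73 at 4 w (adjusted p = 0.00696) and was unchanged at 8 w with -0.02. A second Cr2 probe went the other way, with -0.35 over the mean of 4 w and 8 w (adjusted p = 0.188) where the first had 0.35 (adjusted p = 0.062), and with strain differences of -1.02 (adjusted p = 0.024) and 0.11. Under several alternatives, such as the replicate number as a block, the first Cr2 probe was past the threshold. So was the overall fall of the main Cd55 probe by 0.32. C7 was not well above background on any array. On the B6 arrays the main probes of Cd55, Cd59a, Cd59b and Cr2 were all well above background at every week.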

**Figure 2:**
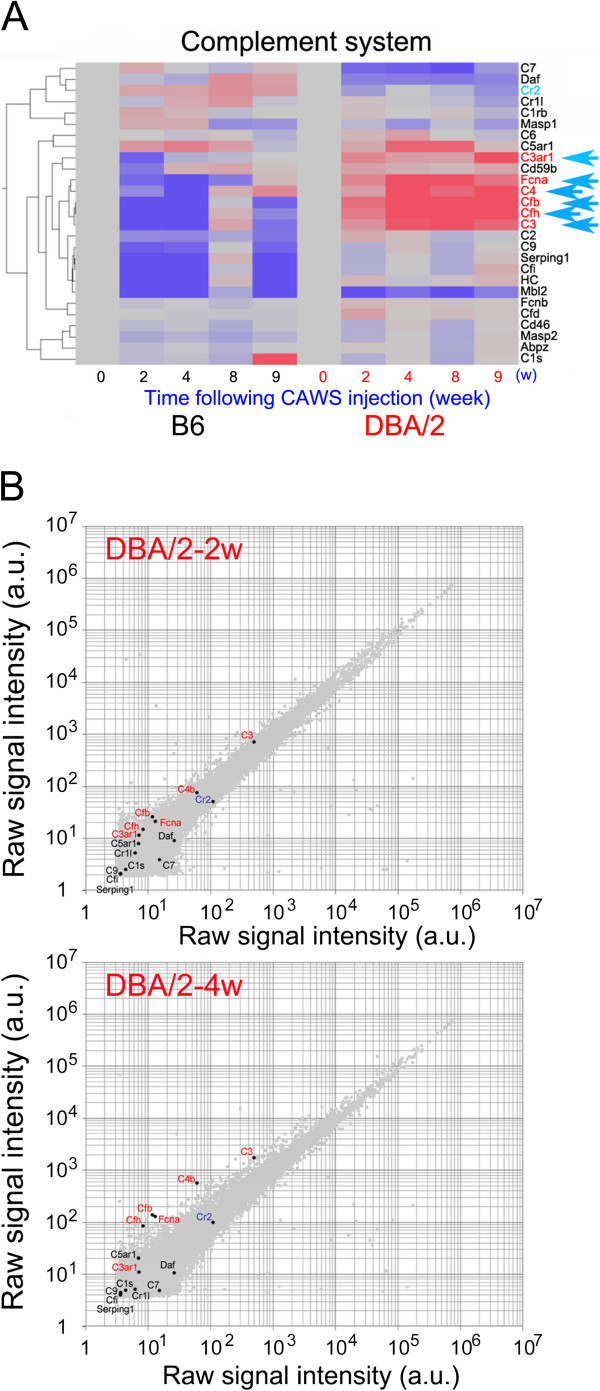
**Expression profiling of microarray data for complement system genes following administration of CAWS to B6 and DBA/2 mice. (A)** Mosaic tile representation of genes involved in the complement system. B6 and DBA/2 samples were clustered using a hierarchical clustering program (Spearman) to identify gene-to-gene relationships. Intensity gradients indicate the mean value of the expression level (log2 ratio): blue (down-regulation) and crimson (upregulation) are shown compared to the average value at week 0 (0 w) after CAWS administration (gray). C3ar1, Fcna, C4, Cfb, Cfh, and C3 genes are highlighted by turquoise arrows. **(B)** Scatter plots of the log of signal intensity at 2 w (top panel) or 4 w (bottom panel) versus 0 w of CAWS administration in DBA/2 mice. Data are plotted over the entire signal intensity range to demonstrate that these expression arrays provide a high-resolution platform. C3ar1, Fcna, C4, Cfb, Cfh, and C3 genes are highlighted in red font.

To determine whether changes in the expression levels of these genes is physiologically significant, a scatter plot was used to analyze the distribution of the expression levels of many genes at a glance. Indeed, C3, C4, Cfb, Cfh, Fcna, and Cr2 showed expression levels high enough to conduct physiologically significant comparison (>10 raw signal intensity) in DBA/2 mice at 2 w or 4 w following CAWS administration (Figure 2B). By contrast, complement genes that showed very low expression levels compared to above described activated complement genes in both B6 and DBA/2 mice were not deemed significant (Figure 2B). 

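The processed signals given next are not normalized between arrays. In DBA/2 mice the mean signal of C3 was 494.8 at 0 w, 717.2 at 2 w and 1729 at 4 w. That of C4b was 60.3, 75.7 and 568.6 at the same weeks, and that of Cr2 123.5, 103.5 and 207.0. Cfb had mean signals of 11.7, 26.0 and 138.5, and Fcna of 13.0, 21.3 and 129.4. The last 2 genes thus stood above 10 at 0 w as well, although neither DBA/2 array called Cfb well above background there and 1 of 2 called Fcna so.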

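The mean signals of Cfi in DBA/2 mice lay between 2.00 and 4.07 over the 5 weeks, those of Serping1 between 2.09 and 4.16, those of C9 between 2.05 and 4.45 and those of Hc between 9.68 and 10.9. In B6 mice the same genes reached 201.6, 79.2, 14.5 and 366.3 at 8 w, in samples with high signals of other hepatocyte genes. C4a was not well above background on any array of either strain.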

C3ar1 mRNA levels were low at 2 w or 4 w and its expression level was enhanced only at 9 w following CAWS administration. Thus, we conclude that the enhanced mRNA levels of C3, C4, Cfb, Cfh, and Fcna observed after CAWS administration in DBA/2 mice are significant.

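Over the mean of 4 w and 8 w against 0 w, the log2 change in DBA/2 mice was 2.15 for C3 (standard error 0.06, adjusted p = 1.04e-07), 2.33 for C4b (0.24, 0.000257) and 2.76 for Fcna (0.26, 7.46e-05). Cfb was at least 9.33-fold higher (adjusted p = 9.67e-08). The difference from the change in B6 mice was 3.12 for C3 (standard error 0.08, adjusted p = 1.38e-07), 4.25 for C4b (0.35, 0.000153) and 5.10 for Fcna (0.37, 4.28e-05). The fitted difference of Cfb uses values of DBA/2 mice at 0 w and B6 mice at 4 w that were not well above background. With each sample left out in turn, the strain difference stayed between 3.11 and 3.13 for C3 and between 4.63 and 5.57 for Fcna. After normexp background correction the change of Fcna in DBA/2 mice was 0.89 and its strain difference 1.699, neither past the threshold, while C3, C4b and Cfb stayed past it. That correction adds an offset of 50 to every signal, which by construction makes the log2 changes of dim signals smaller. The B6 0 w samples that enter each strain difference had high signals of hepatocyte genes, and hepatocytes express C3, C4b and Cfb. From the enhanced ratios and from signals it holds high enough to compare, the paper concludes that the enhanced mRNA levels of these genes in DBA/2 mice are significant.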

### The alternative complement pathway is activated in DBA/2 mice following CAWS administration

We next performed an ontology search using Ingenuity Pathways Analysis (Ingenuity Systems, http://www.ingenuity.com). This powerful query system facilitates the rapid visualization of relationships between sets of relevant genes to predict the putative physiological significance of these genes. We found that alternative complement pathway genes, including C3, Cfb (=BF), and Cfh (=HF1), appear to play major roles in activation of the complement system (Figure 3). By contrast, classical pathway genes, including complement C1 (C1s and C1r) and Serping G1 (but not C4), and lectin pathway genes including mannose-binding lectin (Mbl) appear to play less significant roles because they showed low levels of expression even in DBA/2 mice (Figure 3). 

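C1s was not well above background on any DBA/2 array. The main C1ra probe was well above background on all DBA/2 arrays, with mean signals from 24.1 to 39.0, and did not change, with -0.04 over the mean of 4 w and 8 w (adjusted p = 0.919). A second C1ra probe was not well above background in DBA/2 mice at 0 w, and was so in 6 of the 18 samples in all. It went the other way, with a fitted 1.42 in DBA/2 mice (adjusted p = 0.12) and -2.07 in B6 mice. Its strain difference was 3.49 (adjusted p = 0.0231), where that of the main probe was -0.02. These fitted values include dim values and are no bounds. The array has no probe named for C1rb. Mbl1 was well above background in DBA/2 mice on 1 of 2 arrays at 9 w only. Mbl2, which was so on 1 of 2 DBA/2 arrays at 0 w and on none later, was at least 1.65-fold lower over the mean of 4 w and 8 w (adjusted p = 0.000398).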

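The C7 probe (chromosome 15 of mm8, 4994706 to 4994765) had mean processed signals in DBA/2 mice of 15.2 at 0 w, 3.90 at 2 w, 4.88 at 4 w, 2.48 at 8 w and 7.30 at 9 w. In B6 mice they lay between 2.59 and 4.67. None of these arrays called the probe well above background, so it was not tested.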

The low mRNA level of C7 measured in DBA/2 mice suggests that downstream regulation of the complement system is not important in the induction of vasculitis in the aortas or coronary arteries of DBA/2 mice.

**Figure 3:**
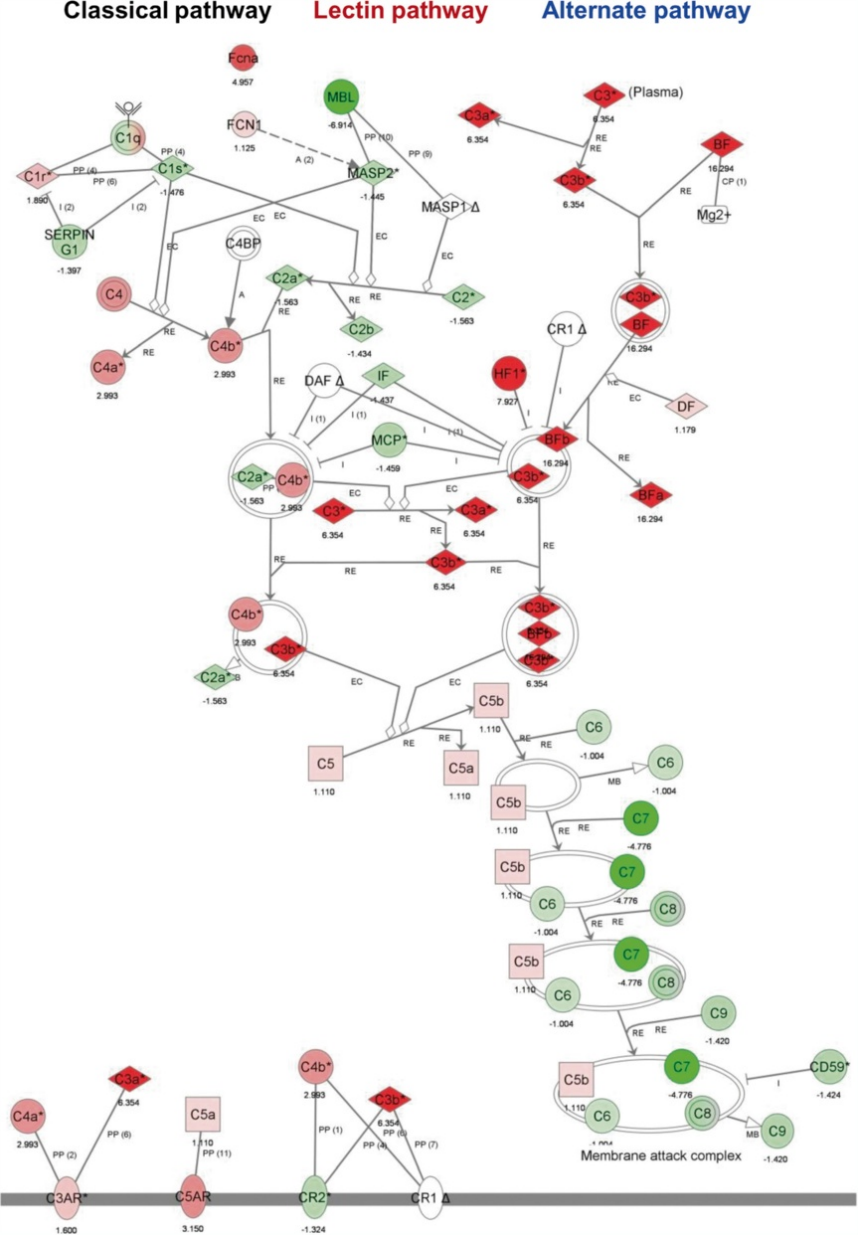
**Analysis of the transcriptome data.** The data were obtained from PBMCs following administration of CAWS to B6 and DBA/2 mice using Ingenuity Pathway Analysis software. This analysis suggested that among the three pathways of the complement system, the alternative pathway appears to be conspicuously activated. A network pathway is a graphical representation of the molecular relationships between molecules. Molecules are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). All edges are supported by at least one reference from the literature, a textbook, or canonical information stored in the Ingenuity Knowledge Base. The green and red bars associated with each gene symbol indicate up- (red) and downregulated (green) mRNA expression at 2 w, 4 w, 8 w, or 9 w after CAWS administration in B6 (left; green bars) and DBA/2 mice (right; red bars). Upregulated and downregualted levels were measured as fold changes with respect to levels at 0 w.

To confirm that the microarray signals accurately reflected mRNA levels, expression profiling using quantitative reverse transcription-polymerase chain reaction (qRT-PCR) analysis was performed for C3, C4, Cfb, Cfh, and FcnA genes using the same RNA samples used for the microarray analysis. Indeed, all of the genes analyzed by qRT-PCR showed a similar pattern of mRNA distribution following CAWS administration; namely, they showed increased mRNA levels of the denoted genes in DBA/2 mice compared with B6 mice (Figure 4), confirming the accuracy of the microarray analysis data.

**Figure 4:**
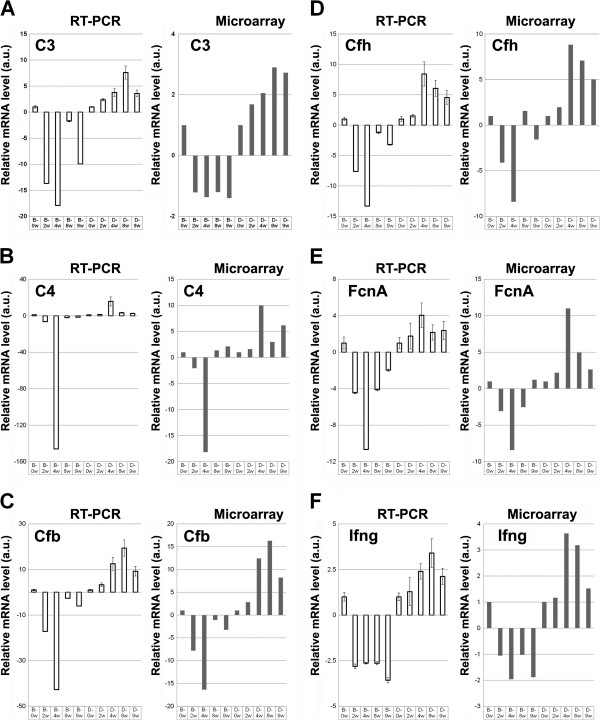
**Comparison of the mRNA expression levels.** The mRNA expression levels of C3 **(A)**, C4 **(B)**, Cfb **(C)**, Cfh **(D)**, FcnA **(E)**, and Ifng **(F)** were as assessed by qRT-PCR and DNA microarray of PBMCs obtained from B6 and DBA/2 mice at 2 w, 4 w, 8 w, and 9 w following CAWS administration. The vertical axis indicates the mRNA level (arbitrary unit: a.u.) relative to that at 0 w, which was fixed at 1.0 a.u.

### CAWS induced upregulated expression of interferon-related genes only in DBA/2 mice

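The main Ifng probe (NM_008337, chromosome 10 of mm8, 117848778 to 117848837) was well above background on all 19 arrays. In DBA/2 mice its normalized log2 signal was -3.48 ± 0.14 (SD, n = 2) at 0 w, -1.68 ± 0.17 (n = 2) at 4 w and -1.98 ± 0.18 (n = 2) at 8 w. The change from 0 w was 0.17 at 2 w (adjusted p = 0.458), 1.79 at 4 w (standard error 0.12, adjusted p = 1.52e-05), 1.49 at 8 w (adjusted p = 2.62e-05) and 0.81 at 9 w (adjusted p = 0.00104). In B6 mice Ifng was lower by a log2 change of -0.79 at 4 w, -0.48 at 8 w and -1.04 at 9 w, although its signal before normalization was higher at 8 w (89.6) than at 0 w (61.6). The strain difference over the mean of 4 w and 8 w was 2.28 (standard error 0.15, adjusted p = 2.44e-05). With normexp background correction and its offset of 50 it was 1.41, and the overall change in DBA/2 mice was 0.91, neither past the threshold.

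**Figure D3:**
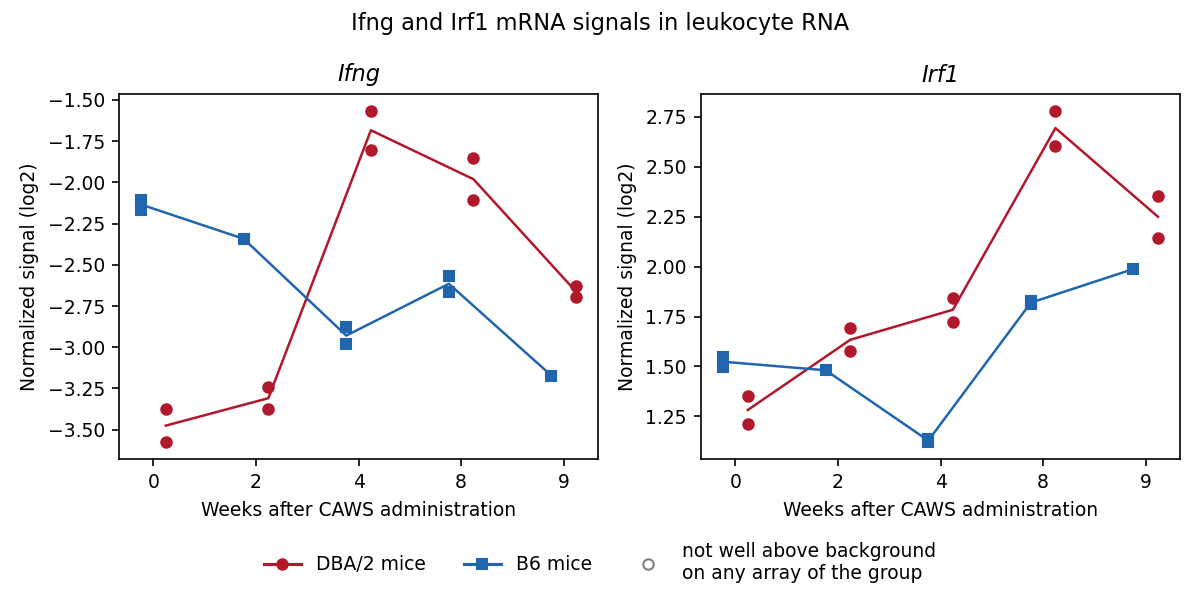
Normalized log2 signal of Ifng and Irf1 against weeks after CAWS administration. Points are single samples of DBA/2 (red circles) and B6 mice (blue squares), and lines join the means. Ifng rose in DBA/2 mice at 4 w and 8 w and fell in B6 mice.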

We next examined the expression of interferon-related genes because expression of the Ifng gene was enhanced following CAWS administration in DBA/2 but not in B6 mice, as revealed by both DNA microarray and qRT-PCR analyses (Figure 4F and Figure 5A). Notably, Ifng was the only interferon-related gene that exhibited upregulated DBA/2-specific expression following CAWS administration (Figure 5A): moreover, mRNA expression of Ifng was more conspicuously upregulated than that of other interferon gene subtypes in DBA/2 mice (Additional file 1: Figure S3). 

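The array has 17 probes for interferon genes. The other Ifng probe rose in DBA/2 mice by 1.77 over the mean of 4 w and 8 w (adjusted p = 6.42e-06). No probe of another interferon gene changed. The log2 changes of Ifna13, Ifna9 and Ifnab, whose main probes were well above background on at least 9 of 10 DBA/2 arrays, were 0.02, -0.04 and -0.58, and the smallest adjusted p among them was 0.251. One Ifnz probe had -0.11 (adjusted p = 0.773). Ifna1 with 2 and Ifna12 with 3 of the 10 DBA/2 arrays well above background, and a second Ifnab probe with 6, did not change detectably either. The probes of Ifnb1, Ifna2, Ifna4, Ifna11, Ifne, Ifnk and Ifnl3, and the other Ifnz probe, were not well above background on any DBA/2 array.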

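Irf1 (chromosome 11 of mm8, 53620636 to 53620695) rose in DBA/2 mice by 0.35 at 2 w (adjusted p = 0.0447), 0.50 at 4 w (standard error 0.10, adjusted p = 0.00994), 1.41 at 8 w (adjusted p = 1.22e-05) and 0.97 at 9 w (adjusted p = 0.00015). In B6 mice it fell by 0.40 at 4 w (adjusted p = 0.0282) and rose by 0.46 at 9 w (adjusted p = 0.0482).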

In the “interferon signaling pathway”, interferon regulatory factor-1 (Irf1) also showed increased expression, although less significantly than interferon itself, in DBA/2 mice at 4 w and 8 w (black arrow in Figure 5A). Notably, the mRNA level of Irf9 was decreased at 2 w, and this depressed level persisted throughout the experiment (green arrow in Figure 5A). This may explain why many of the interferon-stimulated genes were not activated (Figure 5A); the Irf9/Isgf3g complex binds to the interferon-stimulated response element to activate the transcription of interferon-stimulated genes [23].

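Irf9 (chromosome 14 of mm8, 54563490 to 54563549) is listed in the files as Isgf3g. On the DBA/2 0 w replicate 2 array its only spot had a processed signal of 14633 and was marked as an outlier by Feature Extraction. The normalized log2 value of that spot was 4.93, where the highest on any other array was 0.91. Without that spot, DBA/2 mice at 0 w have 1 array for this gene, and the changes from it were 0.09 at 2 w, 0.24 at 4 w, 0.52 at 8 w and 0.02 at 9 w, none past the threshold. When the replicate number was fitted as a block, the changes of Irf9 at 4 w and 8 w in DBA/2 mice were 0.33 and 0.61, both past it, and several other alternatives also put the change at 8 w past it. With the spot kept, the same changes were -2.21, -2.06, -1.78 and -2.28.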

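A list of 23 interferon-stimulated genes had been fixed from general knowledge, of which the paper names 1 and 8 also stand in a shorter list of type II interferon targets. For the 22 with complete values, the median log2 change in DBA/2 mice was 0.63 at 2 w, 0.73 at 4 w, 1.76 at 8 w and 1.02 at 9 w. At 2 w 19 of the 22 were higher than at 0 w, and at each later week all 22 were, dim values included. The list as a whole was raised at every week by limma's rotation test fry, with adjusted p values over 143 list tests of 9.64e-07, 2.64e-07, 1.36e-08 and 1.41e-07. With genes not well above background at 0 w set to their bound, and those on neither side set to no change, the medians were 0.63, 0.63, 1.67 and 0.96, and 17, 19, 21 and 21 genes were higher. Over the mean of 4 w and 8 w the median stayed between 0.90 and 1.41 in DBA/2 mice under the other scalings. In B6 mice it was -0.02, a sign that several scalings reversed. With the deposited signals left unscaled it was 0.51.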

**Figure 5:**
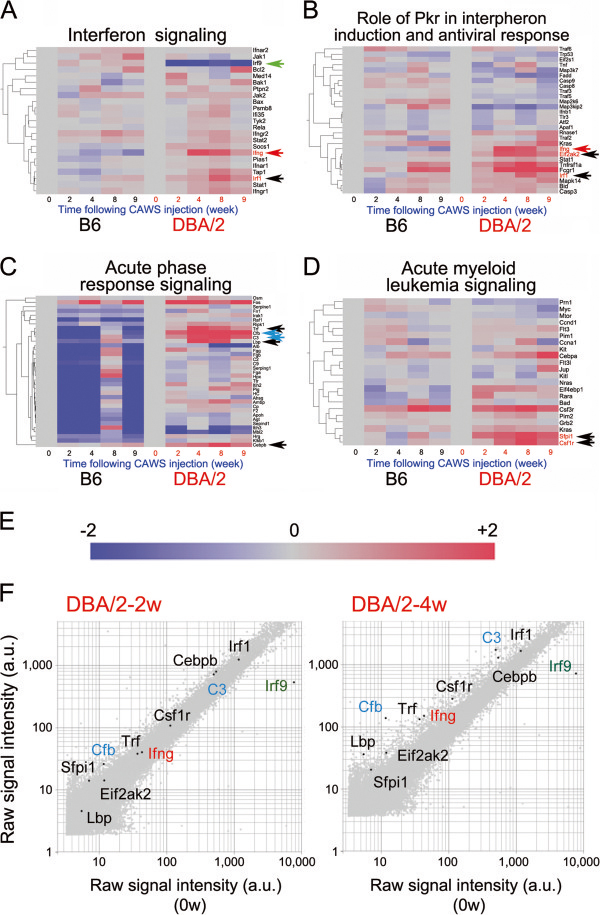
**Expression profiling of the microarray data for genes involved in interferon-related signal transduction pathways following administration of CAWS to B6 and DBA/2 mice.** Mosaic tiles and hierarchical clustering of microarray data are shown for the genes involved in interferon signaling **(A)**, the role of protein kinase R (Pkr) in interferon induction and antiviral response **(B)**, acute phase response signaling **(C)**, and acute myeloid leukemia signaling **(D)**. B6 and DBA/2 samples were clustered using a hierarchical clustering program (Spearman) to discover gene-to-gene relationships. Irf1, Eif2ak2, Trl, Lbp, Cebpb, Sfpil1, and Csf1r are highlighted by black arrows, Cfb and C3 by turquoise, Ifng by red and Irf9 by green arrows. **(E)** Intensity gradients indicate the mean value of the expression level (log2 ratio): blue (down-regulation) and crimson (upregulation) are shown compared to the average value at 0 w after CAWS administration (gray). **(F)** Scatter plots of the highlighted genes in log of signal intensity at 2 w (left panel) or 4 w (right panel) versus 0 w following CAWS administration in DBA/2 mice; data are plotted along the vertical and horizontal axes (arbitrary unit: a.u.), respectively. Highlighted genes are Ifng (red font), C3 (turquoise font), Cfb (turquoise font), and Irf9 (green font).

In the pathway identified as the “Role of Prk in interferon induction and antiviral response”, mRNA levels of eukaryotic translation factor 2 alpha kinase 4 (Eif2aka) and Irf1 were enhanced (Figure 5B). 

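The array carries probes of 2 kinases that the name can stand for, Eif2ak2, which encodes the kinase Pkr, and Eif2ak4. Eif2ak2 was not well above background on any DBA/2 array at 0 w. It was at least 2.24-fold higher at 4 w (adjusted p = 0.0112), 2.01-fold at 8 w (adjusted p = 0.0112) and 1.67-fold at 9 w (adjusted p = 0.0257), and its strain difference was 1.65 (adjusted p = 0.0291). Eif2ak4 did not rise at any week in DBA/2 mice, with log2 changes from -0.86 to -0.55, none of them past the threshold. Its overall change of -0.81 was past it under several alternatives, such as the replicate number as a block. At 4 w and at 9 w it was well above background on 1 of 2 DBA/2 arrays.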

Eif2aka is a heterotrimeric GTPase that controls the selection of correct start codons on mRNA, and thus regulates translation initiation by facilitating the preferential translation of selected transcripts in response to cellular stresses, in this case CAWS administration [24]. Our results suggest that DBA/2 mice are more sensitive to this type of stress than B6 mice.

In the “acute phase response signaling” pathway (Figure 5C), three genes other than C3 and Cfb were upregulated; CCAAT/enhancer-binding protein beta (Cebpb or C/EBPβ), IL-5, and lipopolysaccharide-binding protein (Lbp). 

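Cebpb rose in DBA/2 mice by 0.82 at 2 w, 1.25 at 4 w, 1.79 at 8 w and 1.33 at 9 w, each past the threshold, and its strain difference was 1.43 (standard error 0.14, adjusted p = 0.000272). Lbp was not well above background in DBA/2 mice at 0 w, 2 w and 9 w, and was at least 2.16-fold higher than at 0 w at 4 w and 1.03-fold at 8 w. The Il5 probe was not well above background on any array. The paper's list of abbreviations gives Trf as T cell-replacing factor, another name of IL-5, while the gene symbol stands for transferrin. Transferrin (Trf) rose in DBA/2 mice by 1.83 at 4 w, 1.39 at 8 w and 0.90 at 9 w and fell in B6 mice by 2.92 at 2 w, 3.64 at 4 w and 2.42 at 9 w. Hepatocytes express Trf and Lbp, and other hepatocyte genes were high in B6 mice at 0 w and 8 w.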

Cebpb, a member of the C/EBP family of basic region-leucine zipper (bZIP) proteins, is largely expressed in macrophages and is important for the antibacterial activity of macrophages through binding to the regulatory regions of several acute phase and cytokine genes [25]. Enhanced expression of Cebpb following CAWS administration suggests that downstream target genes of Cebpb, including IL-4 (see below), may be widely activated. 

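Il4 rose in DBA/2 mice by 1.43 at 4 w (standard error 0.10, adjusted p = 1.61e-05), 0.54 at 8 w (adjusted p = 0.00315) and 0.33 at 9 w (adjusted p = 0.0298). At 2 w its change of -0.20 was not past the threshold. In B6 mice it fell by 0.67 at 4 w and 0.62 at 8 w, and the strain difference was 1.63 (adjusted p = 4.61e-05).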

IL-5 exerts pleiotropic effects on various target cells, including B cells, eosinophils, and basophils, and overexpression of IL-5 *in vivo* significantly increases the number of eosinophils and B cells [26]. Lbp is involved in the acute phase immunologic response to Gram-negative bacterial infections through binding to bacterial lipopolysaccharide (LPS), thereby eliciting immune responses by presenting the LPS to the cell surface pattern recognition receptors CD14 and Tlr4 [27]. In this case, CAWS, rather than LPS, may have been recognized as an infectant.

In the “acute phase myeloid leukemia signaling” pathway (Figure 5D), two genes were upregulated: spleen focus-forming virus proviral integration 1 (Sfpi1 or PU.1) and colony stimulating factor 1 receptor (Csf1r). 

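Sfpi1 was not well above background on either DBA/2 array at 0 w. It was at least 1.01-fold higher at 2 w, 1.24-fold at 4 w, 1.47-fold at 8 w and 1.37-fold at 9 w, with 1 of 2 arrays well above background at 4 w and at 9 w. Csf1r rose by 0.19 at 2 w (adjusted p = 0.403), 1.31 at 4 w, 1.82 at 8 w and 1.44 at 9 w, and in B6 mice it fell by 0.55 at 4 w (adjusted p = 0.0176). The strain difference was 1.66 for Sfpi1 (adjusted p = 0.00558) and 1.68 for Csf1r (adjusted p = 0.000167).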

Sfpi1 is a transcription factor that plays a key role in hematopoietic cell fate decisions through mutual negative regulation that occurs between Sfpi1and GATA-1, a zinc finger transcription factor that is the central mediator of erythroid gene expression [28]. Csf1r is a single pass type I membrane protein that acts as a receptor tyrosine kinase for a cytokine called colony stimulating factor 1, which is a primary growth factor and monocyte/macrophage chemokine that regulates survival, proliferation and differentiation of macrophages and other mononuclear phagocytic lineage cells [29]. Enhanced expression of Csfr1 suggests the activation of macrophages following CAWS administration.

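In DBA/2 mice at 2 w and 4 w, the mean processed signals were 1242 and 1664 for Irf1, 537.4 and 719.6 for Irf9, 795.9 and 1293 for Cebpb, and 107.9 and 282.3 for Csf1r. Those of Trf were 38.2 and 132.6, and those of Ifng 40.4 and 150.7. Eif2ak2 had 14.2 and 38.3 and was well above background on 1 of 2 arrays at 2 w, and Eif2ak4 had 17.9 and 19.7. At 0 w the signals of these genes ranged from 11.9 for Eif2ak2 to 1162 for Irf1.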

A scatter plot of Irf1, Irf9, C3, Cebpb, Csf1r, Trf, Ifng, Eif2aka, and Cfb expression showed expression levels high enough to conduct physiologically significant comparisons (>10 raw signal intensity) in DBA/2 mice at 2 w or 4 w following CAWS administration (Figure 2B), suggesting that their enhanced mRNA levels indicated by the heatmap (Figure 5E) are significant. By contrast, mRNA levels of Lbp and Sfpi1 may be too low for comparison between B6 and DBA/2 mice to be significantly different.

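The mean processed signal of Lbp in DBA/2 mice was 5.52 at 0 w, 4.56 at 2 w and 36.2 at 4 w. That of Sfpi1 was 7.102, 14.1 and 20.5. In B6 mice Lbp was well above background on 1 of 3 arrays at 0 w and 1 of 2 at 8 w, and Sfpi1 on 1 of 2 at 8 w only. The strain difference of Lbp was 2.75 (standard error 0.43, adjusted p = 0.0029).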

### Transcription factor genes showing upregulated expression only in DBA/2 mouse

Some transcription factor genes also showed upregulated expression only in DBA/2 mice with mRNA levels peaking at 4 w (highlighted by black arrows in Figure 6), 8 w (turquoise arrows), 9 w (red arrows), and 2 w/9 w (green arrows). 

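The largest DBA/2 changes of Irf7 and Nupr1 were at 8 w, with log2 values of 2.08 and 1.78, as were those of Irf1 and Cebpb. Irf7 was already higher by 1.19 at 2 w (adjusted p = 0.000103), whereas Nupr1 was not (-0.31, adjusted p = 0.11). In B6 mice Irf7 fell by 1.23 at 8 w and Nupr1 rose by 0.62 at 8 w and 0.94 at 9 w. Zfp384 did not change in DBA/2 mice at any week, and Brd8 fell at 2 w by 0.66 (adjusted p = 0.0136), at 4 w by 0.49 (adjusted p = 0.048) and at 9 w by 0.72 (adjusted p = 0.0051).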

Irf1, Irf7, and Cebpb were discussed above. Stat1, a signal transducer and activator of transcription, plays a crucial role in the pathology of atherosclerosis resulting from the effects of interferon-γ produced by T cells. STAT1 also induces increased expression of several proinflammatory and pro-atherogenic mediators of signaling mediated by TLR4 [30]. Expression of Nupr1, a highly basic and loosely folded multifunctional protein, is induced in response to several cellular stresses [31] and provides protection against metabolic stress-mediated autophagic-associated cell death resulting from activation of the Nupr1-aurora kinase A pathway [32]. T-box 20 (Tbx20), a transcriptional regulator required for cardiac development, plays a dual role as both a transcriptional activator and a repressor, promoting or repressing distinct genetic programs within adult heart in response to cellular stress [33]. 

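Tbx20 was not well above background on the DBA/2 arrays at 0 w and 4 w. At 2 w, 8 w and 9 w it was so on 1 of 2 arrays. Its 9 w value was at least 5.13-fold higher than at 0 w (adjusted p = 0.045), and its 2 w value did not differ detectably (adjusted p = 0.465). With each sample left out in turn, the 9 w change fell short of the threshold in 13 of 16 fits and ranged from 2.26 to 6.15 on the log2 scale. The 2.26 was without DBA/2 9 w replicate 2 and the 6.15 without replicate 1, so that the 9 w value depends strongly on replicate 2. The array of that replicate had 1187 spots marked as outliers, more than any other array. In B6 mice Tbx20 was well above background on every array, with mean signals from 12.4 at 2 w to 539.1 at 0 w, and none of its changes was past the threshold.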

Increased expression with twin peaks observed at 2 w and 9 w suggests that CAWS injection altered regulation of Tbx20, thereby generating cardiac phenotypes (Figure 1C).

**Figure 6:**
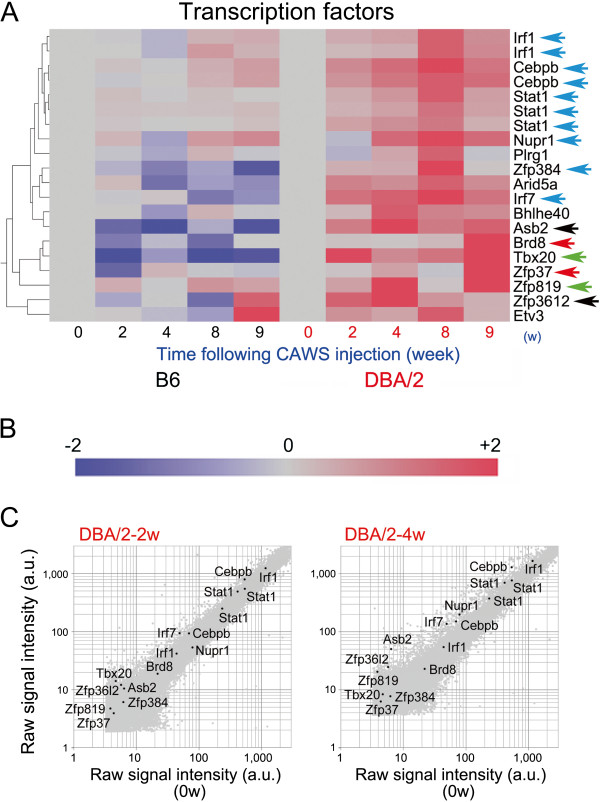
**Expression profiling of the microarray data for transcription factor genes following administration of CAWS to B6 and DBA/2 mice. (A)** Mosaic tiles and hierarchical clustering of microarray data are shown. B6 and DBA/2 samples were clustered using a hierarchical clustering program (Spearman) to identify gene-to-gene relationships. Genes upregulated predominantly in DBA/2 mice following administration of CAWS are highlighted by colored and black arrows. **(B)** Intensity gradients indicate the mean value of the expression level (log2 ratio): blue (down-regulation) and crimson (upregulation) are shown compared to the average value at 0 w after CAWS administration (gray). **(C)** Scatter plots of highlighted genes in the log of signal intensity at 2 w (left panel) or 4 w (right panel) versus 0 w following CAWS administration in DBA/2 mice; data are plotted along the vertical and horizontal axes (arbitrary unit: a.u.), respectively.

Zinc finger protein 384 (Zfp384), also called Nmp4 (nuclear matrix protein 4), is a nucleo-cytoplasmic shuttling transcription factor that regulates the expression of collagen and matrix metalloproteinases and represses bone formation induced by parathyroid hormone [34]. Ankyrin repeat and SOCS box-containing protein 2 (Asb2) interacts with mixed lineage leukemia (MLL) protein, a key epigenetic regulator of normal hematopoietic development, and overexpression of Asb2 degrades MLL to reduce its transactivation activity [35]. Zinc finger protein 3612 (Zfp3612), a member of the tristetraprolin family of tandem CCCH finger proteins that bind to AU-rich elements in the 3’-untranslated region of mRNAs, is a critical modulator of definitive hematopoiesis [36]. Zinc finger protein 819 (Zfp819), a member of the C2H2-zinc finger (C2H2-Znf) family of proteins, appears to function as a transcriptional and cell cycle/apoptosis regulator and play a role in the establishment and maintenance of pluripotency. Although these proteins play roles in several important cellular events such as hematopoiesis, these functions do not appear to be relevant to the pathogenesis of CAWS-induced vasculitis.

Scatter plot analysis indicated that mRNA levels of Irf1, Cebpb, Stat1, Nurp1, Irf7, and Brd8 were high enough to conduct physiologically significant comparison between B6 and DBA/2 mice according to their heatmaps (Figure 6B) at both 2 w and 4 w following CAWS administration (Figure 6C), suggesting that their superficially augmented expression is physiologically significant. By contrast, mRNA levels of Asb2, Zfp819, Zfp384, Zfp37, Zfp3612, and Tbx20 were too low to conclude that heatmap comparison of these genes between B6 and DBA/2 mice is physiologically significant.

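The mean processed signals in DBA/2 mice at 0 w, 2 w and 4 w were 79.2, 53.6 and 198.4 for Nupr1, 49.4, 94.3 and 136.8 for Irf7 and 52.4, 27.8 and 37.5 for Brd8. Irf7 had signals between 417.3 and 524.6 in B6 mice, above those of DBA/2 mice at every week. The strain difference was 2.40 for Irf7 (standard error 0.12, adjusted p = 4.25e-06), 1.56 for Nupr1 (adjusted p = 0.000149) and -0.35 for Brd8 (adjusted p = 0.26).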

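At 0 w, 2 w and 4 w the mean processed signals in DBA/2 mice were 6.396, 10.5 and 50.4 for Asb2, 3.87, 4.74 and 20.4 for Zfp819 and 5.72, 12.1 and 24.6 for Zfp36l2. They were 4.71, 14.1 and 8.36 for Tbx20, 4.37, 3.93 and 6.28 for Zfp37 and 90.2, 75.1 and 98.4 for Zfp384. Asb2, not well above background at 0 w, was at least 3.04-fold higher at 4 w (adjusted p = 0.00172) and 1.18-fold at 9 w (adjusted p = 0.02). A second Asb2 probe, well above background in 7 of the 18 samples, went the other way, with -0.46 in DBA/2 mice over the mean of 4 w and 8 w (adjusted p = 0.33) and a strain difference of -0.18 (adjusted p = 0.866). Other probes of Tbx20, Zfp37 and Zfp384 that went the other way were well above background in at most 2 of the 18 samples. Zfp819 was at least 1.05-fold higher at 4 w (adjusted p = 0.0481). Zfp36l2, at least 1.33-fold higher at 4 w, was just short of the threshold (adjusted p = 0.0506). Zfp37 was well above background on 1 DBA/2 array, at 9 w, and on every B6 array, with mean signals there from 52.2 to 301.3.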

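Clec4n, the gene of Dectin-2, was not well above background on the DBA/2 arrays at 0 w. It was at least 1.49-fold higher at 2 w (adjusted p = 0.324), 2.25-fold at 4 w on 1 of 2 arrays (adjusted p = 0.121), 5.28-fold at 8 w (adjusted p = 0.00945) and 2.65-fold at 9 w (adjusted p = 0.0519). Over the mean of 4 w and 8 w the rise was at least 3.45-fold in DBA/2 mice (adjusted p = 0.0155) and 1.80 on the log2 scale in B6 mice (adjusted p = 0.0618), where 1 of 3 arrays was well above background at 0 w. The changes of the 2 strains differed by 0.52 (standard error 0.80, adjusted p = 0.777). The sign was not settled, with -0.62 when the slide was fitted as a block.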

Finally, CAWS administration resulted in a slight, but comparable increase in Dectin-2 mRNA levels in both B6 and DBA/2 mice (Additional file 1: Figure S7A). Moreover, scatter plot analysis indicated that the mRNA levels of Dectin-2 mRNA were lower than those of Dectin-1, a similar C-type lectin molecule (Additional file 1: Figure S7B).

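The levels of 2 different probes on an array cannot be set against each other, so the genes are given by their changes. Clec7a, the gene of Dectin-1, rose in DBA/2 mice by 1.08 at 2 w, 1.604 at 4 w, 2.26 at 8 w and 1.51 at 9 w. In B6 mice it rose by 1.15 at 2 w, 0.85 at 4 w, 2.56 at 8 w and 1.75 at 9 w. These overall changes differed between the strains by 0.23 (standard error 0.09, adjusted p = 0.165).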

## Discussion

In the present study, we used DNA microarray analysis to identify genes whose mRNA levels in PBMCs were upregulated in DBA/2 mice (with lethal vasculitis) but not in B6 mice (with non-lethal vasculitis) at 2 w, 4 w, 8 w, and 9 w following CAWS administration (Figure 1). We found that the mRNA levels of C3, C4, Cfb, and Cfh (Figure 2), which regulate the alternative pathway of the complement system (Figure 3), are conspicuously increased in DBA/2 mice at 4 w, 8 w, and 9 w following CAWS administration, whereas B6 mice showed decreased mRNA levels of these proteins, and this notable difference was confirmed by qRT-PCR (Figure 4). 

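In B6 mice C3 changed from 0 w by -2.08 at 2 w, -2.49 at 4 w, 0.56 at 8 w and -1.44 at 9 w, all past the threshold. Cfb fell by 2.96 at 2 w and 1.65 at 9 w, was at least 14.6-fold lower at 4 w, and did not change detectably at 8 w (adjusted p = 0.348). C4b was at least 10.3-fold lower at 4 w, and its changes of -1.03 at 2 w, 0.43 at 8 w and 1.13 at 9 w were not past the threshold. Fcna was at least 2.85-fold lower at 2 w and 2.76-fold lower at 4 w, fell by 1.44 at 8 w and did not change detectably at 9 w (adjusted p = 0.727). Hepatocytes express C3, C4b and Cfb. All 24 hepatocyte genes measured were well above background in both 0 w samples, 24 and 23 of them in the 8 w samples, and 6 of them in each 4 w sample. Gapdh, the reference gene of the qRT-PCR, rose over the mean of 4 w and 8 w by 0.53 in DBA/2 mice and 0.44 in B6 mice.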

We also observed that mRNA levels of Ifng and interferon-related genes were augmented in the PBMCs of DBA/2 mice compared with those of B6 mice (Figure 4F and Figure 5A). 

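Other genes that the paper names had a log2 change over the mean of 4 w and 8 w in DBA/2 mice of 1.42 for Itgam, 1.19 for Ccl4, 0.94 for Il12rb1 and 0.71 for Icam1. Ccl4 rose at 4 w by 1.97 (adjusted p = 2.26e-05), fell by 0.54 at 2 w (adjusted p = 0.0306) and did not change detectably at 8 w or 9 w. The strain difference was 2.12 for Il12rb1 (standard error 0.21, adjusted p = 0.000236), 1.17 for Ccl4 (adjusted p = 0.00234), 1.06 for Itgam (adjusted p = 0.00172) and 1.04 for Icam1 (adjusted p = 0.000269). That of Irf1 was 1.01 (adjusted p = 0.00083).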

Ifng expression is induced upon infection by pathogens such as viruses, bacteria, or parasites, suggesting that some components of CAWS, possibly the polysaccharide chains of α and β mannoproteins in the cell wall extract, are recognized as pathogens after injection.

Ifng enhanced C3 mRNA and protein expression levels in a human astroglioma cell line [37]. Ifng increased steady state mRNA levels of both C3 and C4 in three different human cell types (Hep G2, U937, and primary fibroblasts). Ifng stimulation also increased C3 and C4 protein synthesis [38]. Moreover, Ifng induced biosynthesis of complement components C2, C4, and Cfh at the transcriptional level in human proximal tubular epithelial cells [39]. In mice, Cfb mRNA expression was synergistically upregulated in murine macrophages [40], and Ifng directly stimulated transcription or stabilized complement C3 and C4 mRNAs [41]. Transgenic mice over-expressing Ifng in the brain exhibited neuroinflammation induced by upregulation of the early components of the complement cascade, including C3 and C4a [41]. Thus, increased C3 and C4 mRNA expression following CAWS administration appears to be due to increased Ifng expression, which may occur due to recognition of CAWS as a pathogen.

Interferon regulatory factors, including Irf1 (Figure 5F, Figure 6C), Irf7 (Figure 6C), and Irf9 (Figure 5F), are Ifng-induced genes encoding transcription regulators that induce the expression of other immune-related genes, including genes that mediate the antiviral activity of Ifng and play pivotal roles in the regulation of cellular responses, such as inflammation in host defense [42]. Indeed, Ifng enhanced the expression of Itgam [43], Icam1 [44], and IL-12rb1 [45]. In particular, Irf1, which regulates the expression of Ifn-induced genes and type I interferon, is an early signal that promotes inflammation; Irf1-deficient mice are protected from autoimmune brain inflammation through regulation of Th2-type cytokines [46]. Moreover, expression levels of Irf1 were significantly higher in the synovium of joints with rheumatoid arthritis than in that of those with osteoarthritis [47]. Irf1 gene activation by reactive oxygen species is an early signal that promotes inflammation after ischemic renal injury [48]. Notably, Ifng increases the expression of Irf9 protein in human PBMCs [49], and Cebpb (Figure 6F), which plays a fundamental role in regulating activated macrophage functions, is necessary for Ifng-induced upregulation of Irf9 mRNA in cultured mouse bone marrow-derived macrophages [50]. Cebpb is also involved in expression of Ccl4 mRNA (Figure 6F) induced by Ifng and lipopolysaccharide [51].

The low but similar expression levels of Dectin-2 (Additional file 1: Figure S7) in B6 and DBA/2 mice suggest that Dectin-2 plays similar roles in CAWS-vasculitis in these two mice. The lethality of CAWS-vasculitis in DBA/2 mice, but not in B6 mice, may be due to the increased expression and activity of components in the Ifng-complement axis. Dectin-1, a β-glucan specific receptor, may not be involved in CAWS-vasculitis, because CAWS is a mannoprotein and lacks the dectin-1 ligand, beta-1,3-glucan [52], which results in no signal being transmitted *via* the dectin-1 route. A recent report suggests that the mannan-Dectin-2/FceRIc pathway promotes phosphorylation of a protein called linker for activation of B cells (Lab), which induces natural killer and T cell-mediated Ifng production following *C. albicans* infection [53].

Based on these observations, we propose the following molecular model to explain how CAWS administration causes lethal vasculitis in DBA/2 mice but not in B6 mice (Figure 7). Following injection into the mouse body, the α-mannan component of CAWS binds to the α-mannan receptor Dectin-2 and is recognized as a pathogen, putatively leading to induced Ifng expression. One downstream pathway, shown by dotted green arrows, may lead to mild inflammation and non-lethal vasculitis in both B6 and DBA/2 mice. The other pathway, shown by dotted black arrows, results in enhanced expression of Ifng. Ifng then enhances C3 and C4 (and possibly Cfb, Cfh, and Fcna) expression, which leads to neutrophil activation and causes a cytokine/chemokine storm, inducing damage and necrosis of vascular endothelial cells [13], severe inflammation and finally, a lethal vasculitis. Ifng also enhances expression of Irf1, Irf7, and Irf9, transcription factors that regulate the expression of immune-related genes that may also lead to severe inflammation of the arteries and subsequent lethal vasculitis. Cebpb expression induced by Ifng may play a role in enhanced expression of Ifg9 and Ccl4, which also leads to arterial inflammation, and Itgam, Icam1, and IL-12rb1 induced by Ifng may also participate in inducing severe inflammation.

**Figure 7:**
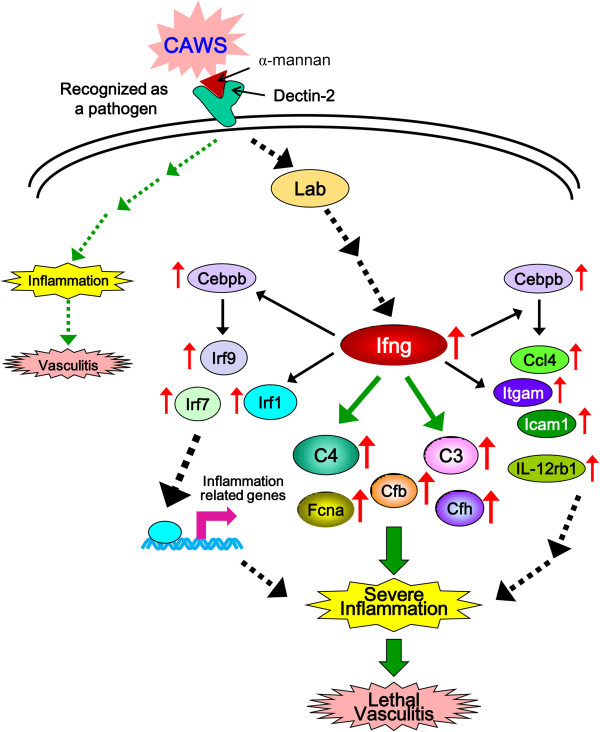
**A molecular model to elucidate the pathogenesis of severe CAWS-vasculitis in DBA/2 mice.** Putative expression targets of Ifng are graphically represented. Upregulated genes following CAWS administration in DBA/2 mice are indicated by upward red arrows. Black and green arrows between the proteins represent known interactions. Dotted arrows indicate indirect interactions. See text for details.

It was recently shown that CAWS-treated DBA/2 mice developed left ventricular dilution and dysfunction with macroscopic cardiomegaly and concentric left ventricular hypertrophy [13]. We propose here that this chronic mortality of CAWS-treated DBA/2 mice is due to abnormal activation of the complement system induced by Ifng upregulation. This proposal is supported by recent reports showing that C5a elicits anti-inflammatory action through C5L2, and that inflammation in DBA/2 mice deficient in C5 cannot be inhibited following CAWS treatnment [17,20]. The proposal is also supported by the observation that inflammation cannot be inhibited in a mutant mouse deficient in C5 expression with acute pancreatitis and associated lung injury [19]. CAWS also induced vasculitis in other mouse strains, such as C3H/HeN, C3H/HeJ (TLR4 mutation), DBA/1, A/J, CBA/N, C57Bl, AKR, and BALB/c mice [4]. It would be interesting to test whether the Ifng-complement axis is also activated following CAWS administration in these mouse models in the future.

We and others have reported that complement activation is involved in the pathogenesis of systemic autoimmune diseases [14,54-56]. In active anti-neutrophil cytoplasmic antibody-associated vasculitis with renal lesions, significantly higher levels of plasma C3a, C5a, soluble C5b-9, and Bb, a component of the alternative complement pathway, was observed during active development of the disease [54]. Ficolin-1 mRNA level showed a four-fold increase in the PBMCs of TA patients, and that ficolin-1 protein expression was observed in the inflamed regions of surgical aorta specimens, in particular in CD68-positive cells (macrophages or dendritic cells), which are involved in the induction of inflammation [55]. Ficolin-1 mRNA level was also higher in PBMCs isolated from microscopic polyangiitis (MPA) patients than in PBMCs isolated from healthy volunteers [56]. Moreover, increased expression of ficolin-1 protein was also detected by immunostaining in renal specimens taken from MPA patients, and many of the ficolin-1 positive cells coincided with CD68-positive cells in the glomeruli of MPA patients [56]. These results suggest that enhanced expression of ficolin-1 in monocytes and macrophages is also involved in the pathogenesis of human vasculitis.

## Conclusions

Our results suggest that CAWS administration induces non-lethal CAWS-vasculitis in both B6 and DBA/2 mice via a Dectin-2 pathway, but induces enhanced expression of Ifng only in DBA/2 mice, which leads to augmented expression of C3, C4, Cfb, Cfh, and Fcna, thereby causing lethal inflammation of the arteries and severe vasculitis. Thus, the Ifng-complement axis may play an important role in the pathogenesis of lethal CAWS-vasculitis, and suggest that this axis may also be important in the pathogenesis of human vasculitis.

## Methods

### Mouse and fungi

Male B6 and DBA/2 mice were obtained from Japan SLC and Charles River Japan. Mice (5–14 weeks of age) were raised in a specific pathogen-free environment. All animal experiments were performed at the Tokyo University of Pharmacy and Life Sciences (TUPLS), and the experimental protocol was approved by the Committee of Laboratory Animal Experiments of TUPLS. Fungi (*C. albicans* strain NBRC1385) was acquired from the National Institute of Technology and Evaluation Biological Resource Center, stored on Sabouraud agar medium (Difco) at 25°C, and subcultured once every 3 months.

### Preparation of CAWS

CAWS was prepared from *C. albicans* strain NBRC1385 by conventional methods. Culture was performed in 5 liters of C-limiting medium for 2 days at a rotation speed of 400 rpm while pumping in air at 5 L/min and 27°C. After culturing, an equal volume of ethanol was added, and after allowing it to stand undisturbed overnight, the precipitate was recovered. This fraction was dissolved in 250 ml of distilled water, ethanol was added, and the solubilized fraction was again allowed to stand undisturbed overnight. The precipitate was recovered and dried with acetone to obtain CAWS.

### RNA isolation

Total RNA of leukocytes from whole blood of B6 and DBA/2 mice was stabilized by RNAlater™ (Ambion) and then isolated using LeukoLOCK™, a total RNA Isolation System (Ambion, Austin, TX, USA), according to the manufacturer’s instructions. The integrity of the total RNAs used for the microarray analysis was confirmed using the RNA 6000 Nano LabChip Kit (p/n 5067–1511) on the Agilent 2100 Bioanalyzer (G2938C; Agilent Technologies Inc., Palo Alto, CA), and only samples with an RNA integrity number (RIN) above 8.8 were used for gene expression profiling.

### DNA microarray analysis

Microarray analyses were performed as single-color hybridizations. Total RNAs obtained from mouse PBMCs were independently reverse- transcribed using oligo-dT primers containing the T7 RNA polymerase promoter sequence to generate cDNAs and MMLV-RTase. These were then subjected to *in vitro* transcription using T7 RNA polymerase to label the cRNAs with Cy3-CTP (Amersham Pharmacia Biotech, Piscataway, NJ) using a Fluorescent Linear Amplification Kit (Agilent Technologies). Purified Cy3-labeled cRNAs (825 ng) from individual B6 or DBA/2 mice were then hybridized on the microarrays. Washing, scanning, and gene analysis with Agilent’s Whole Mouse Genome Microarray (4×44K; G4122F), on which 31,226 known genes were spotted, were conducted according to the manufacturer’s protocol (Agilent Technologies). Agilent Feature Extraction software (v. 9.5.1) was used to assess spot quality and extract feature intensity statistics. The Subio Platform and Subio Basic Plug-in (v1.11; Subio Inc., Aichi, Japan) were then used to calculate the between-sample fold change. When a large number of genes were automatically classified by the software into a signaling pathway heatmap, only the genes whose mRNA levels were distinct between B6 and DBA/2 mice following CAWS treatment were selected. The details of the microarray data have been deposited in the Gene Expression Omnibus (GEO; http://informahealthcare.com/doi/abs/10.3109/08923973.2013.830124) database (accession number GSE44803).

### Histological examination

Mouse tissues were fixed in 4% paraformaldehyde immediately after removal, then embedded in paraffin and cut into sections (4 μm thick). Sections were stained with H&E according to standard procedures.

### Expression profiling using quantitative reverse transcription-polymerase chain reaction (qPCR)

Assay-on-Demand TaqMan probes with relevant primers were used for qPCR analysis using the ABI PRISM 7900 according to the manufacturer’s instructions (PE Applied Biosystems, Foster City, CA). Total RNA (500 ng) obtained using the PAXgene Blood RNA Kit was reverse-transcribed with the High Capacity cDNA Archive Kit (ABI). PCR consisted of an initial denaturation (95°C, 10 min) followed by 40 cycles of denaturation (95°C, 15 sec) and annealing/extension (60°C, 1 min). A standard curve was generated from the amplification data for each primer using a dilution series of PBMC RNA as the template. Fold change values were normalized to GAPDH expression levels using the standard curve method according to the manufacturer’s protocol.

### Ethical permission

All experiments in which mice were used were performed with the approval of the ethics committee of Tokyo University of Pharmacy and Life Sciences.

## Abbreviations

Asb2: Ankyrin repeat and SOCS box-containing; B6: C57BL/6J; CAWS: *Candida albicans* water-soluble fraction; Cebpb: CCAAT/enhancer-binding protein beta; C3: Complement C3; C3ar1: Component 3a receptor 1; C4: Complement C4; C5: Complement C5; C5ar1: Component 5a receptor 1; C6: Complement C6; C7: Complement C7; C9: Complement C9; Cfb: Complement factor b; Cfh: Complement factor h; Cfi: Complement factor i; Fcna: Ficolin-A; dsRNA: Double-stranded RNA; dsRBD: Double-stranded RNA binding domain; Eif2ak2: Eukaryotic translation initiation factor 2-alpha kinase 2; cRNAs: Complementary RNAs; HC: Hemolytic complement; H&E: Hematoxylin and eosin; HV: Healthy volunteers; Ifng: Interferon gamma; Irf1: Interferon regulatory factor-1; Lat: Linker of activated T cells; Lbp: Lipopolysaccharide-binding protein; Mbl: Mannose-binding lectin; Pact: Protein activator of the interferon-induced protein kinase; PBMC: Peripheral blood mononuclear cell; PBS: Phosphate buffered saline; Pkr: Protein kinase R; qRT-PCR: Quantitative real-time polymerase chain reaction; Trf: T cell-replacing factor

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

NO and HN designed the research and HN wrote the draft of the manuscript. DO performed the DNA microarray analysis. NM, KT, and NO designed and performed the experiments in mice. HN and DO were involved in assessment and interpretation of DNA microarray data. MS, NM, and AI performed pathological analysis. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary Results.** Supplementary References. **Figure S1.** Histopathological analysis of aortic roots in B6 and DBA/2 mice at 2 w, 4 w, 8 w, and 9 w following CAWS administration. **Figure S2.** Expression profiles of genes whose mRNA levels were altered following administration of CAWS to B6 and DBA/2 mice. **Figure S3.** Expression profiling of the microarray data for genes involved in cytokine signal transduction pathways following administration of CAWS to B6 and DBA/2 mice. **Figure S4.** Expression profiling of the microarray data for immune-related genes following administration of CAWS to B6 and DBA/2 mice. **Figure S5.** Expression profiling of the microarray data for autophagy-related genes following administration of CAWS to B6 and DBA/2 mice. **Figure S6.** Expression profiling of the microarray data for autophagy-related genes following administration of CAWS to B6 and DBA/2 mice. **Figure S7.** Line graphs and scatter plots for Pkr, Dectin-1, and Dectin-2 mRNA levels. **Table S1.** Upstream regulator analysis of Ifng. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

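Gene expression was measured in leukocyte RNA from the blood of DBA/2 and B6 mice at 0 w, 2 w, 4 w, 8 w and 9 w after CAWS administration, where 0 w is right after the last injection. The authors labelled each RNA with Cy3, hybridized it to a single-color Agilent whole mouse genome array (G4122F) and extracted the scanned image with Feature Extraction. The deposited output of each array gives, for every spot, a processed signal, the mean and background pixel brightness, and calls for saturation, outliers and signals well above background. The processed signal is an intensity on the linear scale. The software has subtracted the background from it, removed spatial and multiplicative trends within the array and replaced very low values by a surrogate. A value table that the authors deposited for the series holds the same intensity, averaged over the spots of a probe and not normalized between arrays. The paper compared the samples with the Subio Platform, and its text names no test for the arrays.

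The 19 arrays hold 18 RNA samples in 10 groups, with 2 samples in 8 of the groups and 1 in B6 mice at 2 w and at 9 w. The paper gives 3 mice per time point. B6 0 w replicate 2 was hybridized to 2 arrays, whose log2 values were averaged. Control spots and spots marked as outliers were left out, saturated spots were kept, and the spots of a probe were averaged. Each array's 75th percentile of log2 signal was subtracted, taken over the 11538 probes well above background on all 19 arrays. Of the 41174 probes, 24367 were named by their accession, 6307 by the gene name in the files and 2425 by a synonym of a gene table of a later build, and 8075 kept the name in the files. Probe positions are those of the files, on mm8.

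The 22939 probes well above background in at least 2 of the 18 samples were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes) with a mean for each group. The fit leaves 8 residual degrees of freedom, to which the prior adds 1.37. The p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Each later week was compared with 0 w in each strain, and so was the mean of 4 w and 8 w. The strain difference is that mean change in DBA/2 mice minus that in B6 mice. All groups hold fewer than 3 samples, so that no rearrangement of samples was counted and no single sample was tested as an outlier. The number of arrays limits the precision of every value.

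Before the data were examined, the assignment of arrays to samples, the comparisons, the tests, the rule for named genes and most alternatives were fixed. By that rule, every gene that the article names as measured on the arrays is given by the probe with the highest mean normalized log2 signal over the 18 samples, with its other probes where they go the other way. Most of these other probes are dim, and not all of them are given singly here. All interferon genes are given as a group. The 5 largest rises and 5 largest falls in the strain difference are given among the probes past the threshold whose DBA/2 samples at 4 w and 8 w all lie on 1 side of both DBA/2 0 w samples. Of the named genes, 51 have a probe and 46 could be tested, including Gapdh, and C1rb has none. The values of 2 of these genes are not reported here.

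Lists of marker genes were drawn up from general knowledge for hepatocytes, other complement genes of hepatocytes, neutrophils, monocytes or macrophages, splenic or tissue macrophages, T cells, B cells, NK cells, erythroid cells, platelets, interferon-stimulated genes, targets of type II interferon and sex. The lists with at least 3 tested genes were compared by limma's fry, adjusted over all 143 tests. The single gene of the female sex list could not be tested.

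The alternatives were normexp background correction of the pixel values with an offset of 50, quantile normalization, the median of each array, the deposited value table without scaling, a floor of 10, no filter on dim probes, a filter at 9 of 18 samples, the replicate number or the slide as a block, either array of B6 0 w replicate 2 alone, each strain alone, each replicate left out in turn, Spearman's rho, a change of at least 2-fold without a test, and the mean of a gene's detected probes. Those chosen after the data had been seen were the 75th percentile over all probes, array weights, and keeping the spots marked as outliers.

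The procedure was tested on simulated data, in which 200 of 22939 probes were raised or lowered 2-fold or 4-fold in DBA/2 mice at 4 w and 8 w. It recovered 129 of them (64.5%) with 2 false calls in the DBA/2 comparison and 101 (50.5%) with 7 false calls in the strain difference, and made 0 calls in B6 mice. The simulated noise was normal and independent between samples, with the fitted spread of each probe taken as true. Effects shared by samples of a slide or replicate number, and background floors, were not simulated. The false calls thus do not give the error rate in the real data. Values were read and plotted with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The qRT-PCR and histology of the paper were not analysed here.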

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

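The tests of tissue macrophages in B6 mice, of the liver as a source of C4b and Fcna and of the course of C4b, of macrophages as the whole cause for Cfb, and of NK and T cells as the whole cause of the Ifng rise at 4 w were chosen only after the results had been seen. The tests of liver RNA in either strain and of macrophages in DBA/2 mice were not. For a larger share of NK or T cells the prediction was written before, but the value that decides it, the median of the NK cell genes, was picked after the results had been seen, in place of the largest marker change at 4 w.

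The change from 0 w to the mean of 4 w and 8 w differed between the strains, by limma's test of the difference itself, for 3029 probes, 1483 of them toward DBA/2 mice. Among the genes named in the paper 26 differed, 24 of them toward DBA/2 mice. The log2 differences were 3.12 for C3, 4.25 for C4b, 5.86 for Cfb, 5.10 for Fcna, 2.66 for Cfi, 1.89 for Hc, 3.63 for Trf and 2.75 for Lbp. Interferon genes and their targets differed by 2.28 for Ifng, 1.01 for Irf1, 2.40 for Irf7 and 1.65 for Eif2ak2. They were 1.43 for Cebpb, 1.63 for Il4, 1.66 for Sfpi1, 1.68 for Csf1r, 1.56 for Nupr1, 3.37 for Asb2, 1.17 for Ccl4, 1.06 for Itgam, 1.04 for Icam1 and 2.12 for Il12rb1. Toward B6 mice, Cd55 differed by -0.69 and Cd59a by -1.42. The second Asb2 probe went the other way with -0.18 (adjusted p = 0.866), so that the value of the first is that of 1 probe. Fitted values of C4b, Cfb, Fcna, Cfi, Hc, Eif2ak2, Lbp, Sfpi1 and Asb2 include groups not well above background and are no bounds.

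The complement genes fell in B6 mice from 0 w to 4 w. Hepatocyte RNA in the B6 0 w samples is a candidate explanation for the part that hepatocytes express. The median log2 change of 24 hepatocyte genes, of which the paper names 0 and no other list holds any, was -6.18 in B6 mice at 4 w, and -4.32 with the 17 genes not well above background there set at their bound. All 24 were well above background in both B6 0 w samples, with medians of 0.13 and 0.16, and 24 and 23 of them in the 8 w samples, with -0.0696 and -0.0611. They were so for 11 at 2 w, 6 and 6 at 4 w and 5 at 9 w. Alb stood at 3.88 at 0 w, -2.37 at 2 w, 2.87 at 8 w and -6.59 at 9 w. C3 was also lower at 2 w, 4 w and 9 w than at 0 w and 8 w, but it follows that course only in part. From 2 w to 9 w, with 1 sample each, the hepatocyte signal fell further, while C3 went from -2.08 to -1.44 and Cfb from -2.96 to -1.65 relative to 0 w. Over the mean of 4 w and 8 w the list fell in B6 mice by 3.34 (adjusted p = 3.26e-06, lower in 24 of 24 genes). Its strain difference was 2.80 (adjusted p = 6.5e-05), between 1.15 after normexp correction and 3.11 after quantile normalization. The 7 other complement genes of hepatocytes, 4 of them named in the paper, fell by 1.54 in B6 mice and by 0.26 in DBA/2 mice, with a strain difference of 1.23. A difference between the strains or weeks in the liver itself, or in how the blood was taken, was not tested and stays open.

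C4b and Fcna fell in B6 mice at 4 w. Liver RNA as the whole cause of the course of C4b over the weeks is argued against. At both 2 w and 9 w, with 1 sample each, C4b stood at least 2.34 above its bound at 4 w, and 0 of the 24 hepatocyte genes stood above their 4 w value or bound at both. At 9 w C4b stood 1.13 (standard error 0.35) and Fcna 0.28 (standard error 0.37) above 0 w, and neither change is past the threshold (adjusted p = 0.0855 and 0.727). Fcna was not well above background at 2 w, and at 8 w, with high hepatocyte genes, it was 1.44 lower than at 0 w. A rise of C4b and Fcna in other cells at 2 w or 9 w was not tested, so that for the fall at 4 w itself liver RNA and other sources cannot be told apart. A smaller share of tissue macrophages at 4 w is a candidate explanation. The median of 8 macrophage genes, 0 of them named in the paper or held by another list, was -0.81 in B6 mice at 4 w, lower in 5 of the 8. Regulation within the cells was not tested.

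The complement genes rose in DBA/2 mice. Liver RNA as the source is argued against, since the median change of the hepatocyte genes over the mean of 4 w and 8 w was -0.34 (adjusted p = 0.442, higher in 4 of 24 genes), and 14 of the 24 were not well above background on either side. With those at no change and 3 others at their bound, the median was 0. Its sign in the weekly comparisons differed between median and mean at 4 w (-0.0495 and 0.11) and 9 w (0.0311 and -0.27). A larger share of tissue macrophages is a candidate explanation, with a median change of their 8 genes of 1.496 (adjusted p = 3.52e-08, higher in 7 of 8 genes), and between 0.85 and 1.61 under the other scalings. As the whole cause it is argued against for Cfb. The largest change of any of these markers was 2.13, of C1qa, while Cfb rose at least 9.33-fold. Changes within the cells after CAWS administration remain open for this gene, as they do for C3, C4b and Fcna.

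Ifng rose in DBA/2 mice. As the whole cause of the rise at 4 w, a larger share of NK or T cells is argued against by their markers, of which Gzmb changed most with 0.89, below the 1.79 of Ifng. The same comparison leaves 8 w open, where the largest change of an NK cell marker was 1.459 and that of Ifng 1.49. A larger share of NK cells is a candidate explanation for part of the rise, since their genes rose by a median of 0.56 in DBA/2 mice (adjusted p = 2.03e-06) and fell by 0.64 in B6 mice, with a strain difference of 1.23 (adjusted p = 9.54e-08, higher in 8 of 10 genes). Their median was lower at 9 w in DBA/2 mice, with -0.24. T cell genes fell by 0.50 in DBA/2 and 0.30 in B6 mice, with a strain difference of -0.32. A biological rise per cell remains a hypothesis, and activated cells of a kind with no list were not tested.

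Other lists of marker genes differed between the strains by limma's fry, 11 of 13 lists in all. Of 12 monocyte or macrophage genes 10 have a probe, 1 is named in the paper and 1 is held by another list. The median of the 9 that the list test used was 1.63 in DBA/2 mice and -0.11 in B6 mice, where the mean was 0.0882, and the strain difference was 1.09. Tissue macrophages had -0.49 in B6 mice and a strain difference of 1.75. In B6 mice their median and mean also differed in sign at 8 w (-0.22 and 0.11) and 9 w (-0.14 and 0.29). B cell genes, of which the paper names 1, fell by 0.62 and 0.18, with a difference of -0.39. Erythroid genes had 0.0753, -0.0992 and a difference of 0.22, and platelet genes 0.37, 0.57 and a difference of -0.20. Without scaling the sign in B6 mice reversed for monocytes (0.42), tissue macrophages (0.0366), T cells (0.22), B cells (0.34) and erythroid cells (0.43). The sign of the erythroid difference reversed without scaling (-0.39) and after quantile normalization. Among these lists only the erythroid list reversed in DBA/2 mice, without scaling. Technical explanations other than the scaling were not tested for these lists, and shares of cells in the blood remain as an untested biological explanation.

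Some lists rose in DBA/2 mice although the paper does not treat them as such. The 13 neutrophil genes, 0 of them named in the paper, rose by a median of 2.44 in DBA/2 mice and 2.204 in B6 mice, in 13 of 13 genes in both. Their difference between strains was 0.10 with a mean of -0.0363, was not past the threshold (adjusted p = 0.382), and was -0.50 without scaling. Of 23 interferon-stimulated genes the paper names 1 and another list holds 8. Their median was 1.29 in DBA/2 mice (adjusted p = 2.12e-08, higher in 22 of 22 genes, or in 21 with dim values at their bound), and their strain difference was 1.43. The 12 type II interferon targets, 1 of them named in the paper and 9 also in another list, had 1.10 in DBA/2 mice (adjusted p = 1.27e-07, higher in 10 of 12 genes) and -0.0277 in B6 mice, with a strain difference of 1.10. The B6 medians of both interferon lists reversed under several scalings. The median and mean of the interferon-stimulated list differed in sign in B6 mice at 2 w (0.0586 and -0.0394) and 4 w (0.0165 and -0.13). The sex list with 3 tested male genes had -0.00369 in DBA/2 mice with a mean of 8.59e-05, 0.0718 in B6 mice and -0.11 between strains (adjusted p = 0.237), and its sign changed with the scaling. For these lists no technical explanation beyond the scaling was tested.

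Genes that the paper does not discuss also rose in DBA/2 mice over the mean of 4 w and 8 w. Saa3 rose by 6.30, C1qc by 2.11 and Retnla by 2.30, and Cfhr2 by a fitted 3.44, or at least 3.63-fold since it was not well above background at 0 w. A larger share of tissue macrophages (1.496) is a candidate explanation for C1qc, which is 1 of the 8 macrophage genes. The others have no test of their own, and no biological explanation was tested for them.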

How the results depend on the processing

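Array weights, the 75th percentile over all probes and the keeping of spots marked as outliers were tried only after the results had been seen. Every other alternative was planned. Over 35 alternatives, 27 results that answer a comparison were recomputed, namely 11 counts of changed probes, the overall DBA/2 change and the strain difference of 6 genes, and 4 correlations, and so were 50 other gene values. Both values of C3, C4b and Cfb kept their direction and stayed past the threshold under every alternative that gives them one. They ranged from 2.02 to 2.27 and from 2.52 to 3.18 for C3, from 1.62 to 2.44 and from 2.16 to 4.55 for C4b, and from 1.398 to 3.87 and from 2.16 to 5.96 for Cfb. A count is called unchanged here when it is within 1.5 times its value. Over the alternatives that leave out no replicate, 664 of the values computed for the other genes kept their direction and side of the threshold. Of the rest, 39 fell below it, 27 rose past it and 22 changed sign. The 16 fits with a replicate left out are not in these counts. Except where a smaller number of samples or a different set of tested probes accounts for it by construction, the cause of a change was not tested.

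Normexp background correction moved the most. Its offset of 50 makes the log2 changes of dim signals smaller by construction, and how much of the shift comes from that was not tested. Changed probes in DBA/2 mice fell to 147 at 2 w, 293 at 4 w, 615 at 8 w and 2806 at 9 w, and in B6 mice to 276, 85, 781 and 97. For the mean of 4 w and 8 w they fell to 585 in DBA/2 and 179 in B6 mice, and for the strain difference to 90. Fcna was no longer past the threshold with 0.89 in DBA/2 mice and 1.699 between strains, nor was Ifng with 0.91 and 1.41. Of the 50 other gene values, 24 fell below the threshold and 23 kept their direction and side of it. A further 1 rose past it and 2 changed sign. Zfp384 became -0.0128 and Irf9 at 9 w -0.0809. The correlations were -0.0573, 0.0647, 0.326 and -0.204 at 2 w, 4 w, 8 w and 9 w.

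The deposited intensities without scaling gave 2253 changed probes in DBA/2 mice at 4 w, and in B6 mice 2187 at 4 w, 14241 at 8 w, 5926 at 9 w and 9374 for the mean of 4 w and 8 w. The strain difference then held 9196 probes. Irf9 in DBA/2 mice was -2.47, -2.05, -1.94 and -2.71 at the 4 weeks and -1.99 over the mean, since these values include the spot marked as an outlier. The strain difference was -0.0839 for Clec4n, Zfp384 was -0.0660, and the correlation at 9 w was 0.343.

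The share of changed probes that were higher moved with the scaling. Of the probes changed in DBA/2 mice over the mean of 4 w and 8 w, 42.7% were higher. The share was 79.5% (465 higher, 120 lower) after normexp correction, 53.8% (2491, 2135) after quantile normalization, 54.2% (2611, 2210) with the median of each array, 32.6% (1551, 3206) without scaling and 63.0% (2928, 1722) with the 75th percentile over all probes. In B6 mice the share was 48.6%, and it was 75.4% (135, 44), 59.3% (1880, 1289), 56.2% (1833, 1426), 96.5% (9045, 329) and 65.3% (2063, 1096) in the same order. For the strain difference it was 49.0%, and 84.4% (76, 14) after normexp correction and 4.93% (453, 8743) without scaling. The median log2 change of all tested probes was -0.14 in DBA/2 mice, -0.08 in B6 mice and -0.04 for the strain difference. Normexp correction moved the B6 median and that of the strain difference to -0.32 and 0.22, and the unscaled signals moved them to 0.45 and -0.64. Relative to these medians the rises of C3, C4b, Cfb and Ifng in DBA/2 mice were larger.

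Without a filter on dim probes, 1216, 1475, 3381 and 3749 probes changed at the 4 weeks in DBA/2 mice and 1642, 1304, 2719 and 878 in B6 mice. For the means and the strain difference the numbers were 3055, 1630 and 1260, and the correlations 0.0318, -0.0434 and 0.136 at 2 w, 4 w and 9 w. Testing more probes makes the adjustment stricter. A change of at least 2-fold without a test held for 1114, 1717, 2619 and 2998 probes in DBA/2 mice at 2 w, 4 w, 8 w and 9 w, 1692 in B6 mice at 4 w, 2733 at 8 w, 1841 for the DBA/2 mean and 1466 for the B6 mean. The correlations were -0.0582, -0.0232, 0.273 and 0.203 with a floor of 10, -0.0852, -0.0371, 0.300 and 0.244 with a filter at 9 of 18 samples, and -0.0231, 0.0173 and 0.142 at 2 w, 4 w and 8 w as Spearman's rho. With the DBA/2 samples alone, 2106 probes changed at 2 w. With the B6 samples alone, 1918 changed at 2 w, 1626 at 4 w, 883 at 9 w and 2120 for the mean of 4 w and 8 w, with fewer samples to estimate the spread.

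With the slide as a block, 5180 probes changed in DBA/2 mice at 4 w, Clec4n between strains was -0.62 and the correlation at 8 w was 0.132. DBA/2 and B6 mice at 9 w against 0 w could not be estimated that way. Quantile normalization gave 0.0996 for C1ra, -0.0103 for Irf9 at 9 w and -0.0342 for the correlation at 2 w. C1ra was 0.0262 with the median of each array and 0.0774 with the 75th percentile over all probes. With the outlier spots kept, Irf9 was -1.92 over the mean and -2.21, -2.06, -1.78 and -2.28 by week, and the 9 w correlation was 0.343. The mean of a gene's detected probes gave -0.00196 for Cr2, 0.691 for C1ra and -0.00904 for Zfp384. With the replicate number as a replicate block, all 27 comparison results were unchanged, 44 other values were the same and 6 moved past the threshold. These were the overall DBA/2 changes of Cd55 (-0.32), Cr2 (0.35), Eif2ak4 (-0.81) and Irf9 (0.47), and those of Irf9 at 4 w (0.33) and 8 w (0.61), while the C3 value in DBA/2 mice stayed at 2.15. Of 28 correlations between groups of the differences between replicates 2 and 1, taken across 11538 probes, 23 were above 0.1, with a median of 0.177 and a range from -0.0252 to 0.829. The scan date was not run as a block, because it splits the samples as the replicate number does. Either array of B6 0 w replicate 2 alone and array weights left all 27 comparison results unchanged.

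With each replicate left out in turn, the lone sample left in its group is assumed to vary like the other groups. Changed probes in DBA/2 mice ranged from 1805 (without DBA/2 2 w replicate 2) to 3880 at 2 w, from 1811 (without DBA/2 4 w replicate 2) to 3602 at 4 w, from 3665 to 5846 at 8 w, from 4179 (without DBA/2 0 w replicate 1) to 6439 at 9 w and from 3068 (without DBA/2 0 w replicate 2) to 5591 for the mean. In B6 mice they ranged from 2058 to 3156 at 2 w, and, each lowest without B6 0 w replicate 1, from 1721 to 3887 at 4 w, 2991 to 5119 at 8 w, 1263 to 2327 at 9 w and 1705 to 3744 for the mean. The strain difference ranged from 1805 (without B6 0 w replicate 1) to 3218. The correlations ranged from -0.0323 to 0.0170, from -0.0989 to -0.00999, from 0.126 to 0.268 and from 0.0911 to 0.216. C1ra ranged from -0.239 to 0.160, Zfp384 from -0.0431 to 0.0620, Clec4n between strains from -0.126 (without B6 4 w replicate 2) to 1.16, Irf9 from -0.0278 to 0.201 at 2 w and from -0.153 to 0.186 at 9 w. The lead genes stayed past the threshold throughout, Fcna between 2.30 and 3.23 and Ifng between 1.54 and 1.74 in DBA/2 mice.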

Differences from the paper's values

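Of 48 microarray fold changes read by eye from Fig. 4, 7 differed by more than 1.5-fold, and so did 1 of 9 read from Fig. 3. A negative fold stands for a fall. For C3 in DBA/2 mice the paper's values are about 2.0 at 4 w and about 2.9 at 8 w in Fig. 4A, read by eye, against 3.46 and 5.73 here. For C3 in B6 mice they are about -1.2 at 2 w, about -1.4 at 4 w and about -1.2 at 8 w, read by eye, against -4.22, -5.63 and 1.48. None of the 29 alternatives set before the data were examined brings any of these 5 within 1.5-fold. For C3 in B6 mice at 9 w the paper's value is about -1.4 in Fig. 4A, read by eye, against -2.71, and of those alternatives only the deposited values without scaling bring it within 1.5-fold. The dimmer of the 2 C3 probes, chosen after seeing the values, lies within 1.5-fold of all 8 C3 bars. In Fig. 3 the paper's own C3 value at 8 w lies within 1.5-fold of the 5.73 found here.

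For C4b in DBA/2 mice at 9 w the paper's value is about 6.2 in Fig. 4B, read by eye, against 3.02. The deposited values without scaling bring it within 1.5-fold, and the other 26 of 27 alternatives set before the data were examined do not. Keeping the spots marked as outliers, which was chosen after seeing the values, also does. For C1ra in DBA/2 mice at 8 w the paper's value is about 1.9 in Fig. 3, read by eye, against 1.02. It is reached without DBA/2 8 w replicate 1 and with the mean of the gene's detected probes, and not by the other 27 of 29 alternatives set before the data were examined.

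The paper's results state that Irf9 was depressed from 2 w on, while other parts of the paper name it among genes increased in DBA/2 mice, whereas its log2 changes here lay between 0.0168 and 0.52. The deposited values without scaling give a fall, and so does the keeping of outlier spots, which was chosen after seeing the values. The paper has C3ar1 clearly raised at 9 w, whereas here it was not well above background on any array, unless its spot marked as an outlier is kept, a choice made after seeing the values. The paper treats Zfp384 and Brd8 with the transcription factors raised in DBA/2 mice, whereas their overall changes were 0.00946 and -0.44. The paper has C9, Serping1, Cfi and Hc detectable in DBA/2 mice, where the first 3 were not well above background on any array and Hc was so on 1 of 2 arrays at 2 w and at 4 w. The paper has C5ar1 raised in B6 mice, where it was not well above background on any array.

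The paper has Cr2 lowered in DBA/2 mice, whereas its main probe rose by 0.73 at 4 w and stood at -0.02 at 8 w. Its second probe stood at -0.35 and the mean of its detected probes at -0.00196 over the mean of 4 w and 8 w. The paper has C7 lowered, and it was at background throughout. The paper has the kinase gene it calls Eif2aka raised. Eif2ak4, which its full name denotes, had a change of -0.81, while Eif2ak2 was at least 2.12-fold higher. The paper has IL-5 raised, and the Il5 probe was not well above background on any array. Its list of abbreviations gives Trf as T cell-replacing factor, another name of IL-5, and the transferrin probe Trf rose by 1.83 at 4 w, so that which probe the statement rests on is not clear. The paper states that the mRNA level of Zfp384 was too low to compare, whereas it was well above background on all arrays, with mean signals in DBA/2 mice of 90.2, 75.1 and 98.4 at 0 w, 2 w and 4 w. The paper has C3, C4 and Cfb decreased in B6 mice, in a sentence on 4 w, 8 w and 9 w, whereas at 8 w C3 stood at 0.56, C4b at 0.43 and Cfb at -0.16, and C4b stood at 1.13 at 9 w. The paper states that many interferon-stimulated genes were not activated. Of the 22 tested as a list, 22 were higher in DBA/2 mice at 4 w, at 8 w and at 9 w, and 19 at 2 w. With genes not well above background set to their bound or to no change, 17, 19, 21 and 21 were higher at 2 w, 4 w, 8 w and 9 w.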

Other observations

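The tests of the second Irf9 probe, the C3ar1 spot, the C3 bars, the replicates and the probes raised in replicate 2 were chosen only after the results had been seen, and so were 2 of the scalings of Gapdh, the 75th percentile over all probes and the keeping of outlier spots. The test of the high Irf9 spot and the other tests of Gapdh were not.

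The fall of Irf9 in the paper may come from 1 spot. On the DBA/2 0 w replicate 2 array the spot, marked as an outlier by Feature Extraction, had a normalized log2 signal of 4.93, against 0.91 for the highest on the other arrays. With that spot kept the changes in DBA/2 mice were -2.21, -2.06, -1.78 and -2.28 at the 4 weeks, and without it they lay between 0.0168 and 0.52. A second Irf9 probe shows no such excess. On the same array it stood at -4.31 and was not well above background, and its highest value on another array was -4.13, though it is dim on all of them.

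The rise of C3ar1 at 9 w in the paper may likewise come from a spot marked as an outlier, on the DBA/2 9 w replicate 2 array. With it kept, the value at 9 w stood 2.49 above that at 0 w on the log2 scale, and without it 0.21, where the probe was not well above background on any array.

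The C3 microarray bars of Fig. 4A may have been drawn from the dimmer of the 2 C3 probes on the array. Its fold changes lay within 1.5-fold of 8 of the 8 bars, while those of the brighter probe did so for 2. The dimmer probe was well above background in 1 of the 18 samples and the brighter in all 18.

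Replicates of a group differed little. The median robust SD of the log2 differences between replicates was 0.147 over 8 groups (0.131 to 0.187), where the 2 arrays of a single RNA gave 0.139, and differences between weeks gave 0.319 to 0.564. Replicates that are repeat arrays of 1 RNA, and mice that differ little, cannot be told apart here, because only 1 pair of arrays is known to share an RNA. If the replicates share RNA, the tests describe the precision of the arrays and not the spread between mice.

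At 9 w in DBA/2 mice, 310 probes were more than 8-fold higher in replicate 2 than in replicate 1. RNA of another sample of the series mixed into replicate 2 is argued against by 130 of these probes, which were more than 4-fold above every other sample. Spots marked as outliers, of which this array has 1187 and the other 18 have 64 to 180, had been dropped before these probes were chosen. With them kept, 901 probes were raised, and their 955 spots showed no uneven spread over 32 regions of the array (p = 0.414 in a permutation test with 1000 permutations), but the 1187 outlier spots did (p = 0.004, at most 1.397 times the expected number in a region). A local fault on the array surface and other faults of that array thus cannot be told apart. In the 3 other groups with replicate 2 on slide 1 or 6, the median difference of the same probes was at least 0.479 and up to 1.45, and in the 4 groups with replicate 2 on slide 5 it was 0.13 to 0.24. The 3 are B6 groups and the 4 are DBA/2 groups, so that a fault shared by slides 1 and 6 and a difference between the strains cannot be told apart. In B6 mice at 8 w, 314 probes were more than 8-fold higher in replicate 2, which lies on slide 1, and these samples enter every B6 mean and strain difference. No biological explanation was tested, and values at 9 w in DBA/2 mice that rest on replicate 2 alone carry this limit.

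Gapdh, the reference of the paper's qRT-PCR, rose by 0.53 in DBA/2 mice (adjusted p = 0.00031) and 0.44 in B6 mice (adjusted p = 0.00143) over the mean of 4 w and 8 w. It was higher under every scaling tried, but not past the threshold after normexp correction. Its strain difference was 0.0866 (adjusted p = 0.637), with the sign reversed after normexp correction (-0.00143), after quantile normalization (-0.00432) and without scaling, where it was past the threshold (-0.52, adjusted p = 0.0122).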
